# The longevity gene mIndy (I’m Not Dead, Yet) affects blood pressure through sympathoadrenal mechanisms

**DOI:** 10.1172/jci.insight.136083

**Published:** 2021-01-25

**Authors:** Diana M. Willmes, Martin Daniels, Anica Kurzbach, Stefanie Lieske, Nicole Bechmann, Tina Schumann, Christine Henke, Nermeen N. El-Agroudy, Andrey C. Da Costa Goncalves, Mirko Peitzsch, Anja Hofmann, Waldemar Kanczkowski, Kristin Kräker, Dominik N. Müller, Henning Morawietz, Andreas Deussen, Michael Wagner, Ali El-Armouche, Stephen L. Helfand, Stephan R. Bornstein, Rafael de Cabo, Michel Bernier, Graeme Eisenhofer, Jens Tank, Jens Jordan, Andreas L. Birkenfeld

**Keywords:** Metabolism, Vascular Biology, Cardiovascular disease

## Abstract

Reduced expression of the plasma membrane citrate transporter INDY (acronym *I’m Not Dead, Yet*) extends life span in lower organisms. Deletion of the mammalian *Indy* (*mIndy*) gene in rodents improves metabolism via mechanisms akin to caloric restriction, known to lower blood pressure (BP) by sympathoadrenal inhibition. We hypothesized that *mIndy* deletion attenuates sympathoadrenal support of BP. Continuous arterial BP and heart rate (HR) were reduced in mINDY-KO mice. Concomitantly, urinary catecholamine content was lower, and the decreases in BP and HR by mIndy deletion were attenuated after autonomic ganglionic blockade. Catecholamine biosynthesis pathways were reduced in mINDY-KO adrenals using unbiased microarray analysis. Citrate, the main mINDY substrate, increased catecholamine content in pheochromocytoma cells, while pharmacological inhibition of citrate uptake blunted the effect. Our data suggest that deletion of *mIndy* reduces sympathoadrenal support of BP and HR by attenuating catecholamine biosynthesis. Deletion of *mIndy* recapitulates beneficial cardiovascular and metabolic responses to caloric restriction, making it an attractive therapeutic target.

## Abstract 2

Deletion of mIndy reduces blood pressure and heart rate by attenuating catecholamine biosynthesis and recapitulates beneficial cardiovascular and metabolic responses to caloric restriction.

## Introduction

A close correlation exists between energy balance, BP regulation, and life expectancy. Caloric excess promotes obesity, arterial hypertension, and premature mortality, whereas reducing dietary calories decreases adiposity and arterial BP while extending mean and maximum life span in diverse species (1–3). Moreover, caloric restriction protects from and reverses nutritionally induced and aging-related adiposity and arterial hypertension in rodents, primates, and human subjects (1, 2). Physiological mechanisms mediating the beneficial effects of reduced calorie availability on BP regulation include reduced activity of the sympathetic nervous system and renin-angiotensin-aldosterone system, in concert with increased mitochondrial biogenesis (1, 2, 4). These data suggest specific links between metabolic and BP regulation. One of these links may be the mammalian *Indy* gene (*mIndy,* acronym *I’m Not Dead, Yet*), which codes for a plasma membrane citrate transporter, regulating energy homeostasis and mitochondrial function (5).

Reduced *Indy* gene expression prolongs life in *Drosophila melanogaster* and *Caenorhabditis elegans* by mechanisms mimicking caloric restriction (6, 7). We generated a mammalian *Indy*-knockout model, the mINDY-KO mouse, addressing the effect of *mIndy* on mammalian physiology. Deletion of *mIndy* protected mice from many characteristics of the cardiometabolic syndrome that develop with high-calorie feeding and aging, including adiposity, nonalcoholic fatty liver, insulin resistance, and mitochondrial dysfunction (8). Similarly, knockdown of *mIndy* in rats and mice improved glucose and lipid homeostasis (9, 10). Moreover, unbiased, whole-genome, microarray-based analysis of hepatic transcriptional regulation of ad libitum–fed mINDY-KO mice showed that 80% of pathways were similarly regulated compared with caloric restricted wild-type (WT) control mice (8). These data indicate important functional and transcriptional similarities between *mIndy* deletion and caloric restriction. We tested the hypothesis that similar to caloric restriction, loss of *mIndy* reduces arterial BP and heart rate (HR) by decreasing the sympathoadrenal support in mice independently of body composition. Radiotelemetry was used to evaluate the effect of *mIndy* deletion on BP and HR in young, age-matched, male mINDY-KO and WT mice fed a normal chow diet, without differences in body composition. Moreover, we assessed autonomic cardiovascular control using state-of-the-art physiological, biochemical, and pharmacological profiling and studied the effect of the deletion of mINDY in adrenal glands, ex vivo and in cellular culture in vitro.

## Results

### Deletion of mIndy leads to reduced body weight and size but normal body composition.

mINDY-KO mice were generated as previously described (8). Heterozygous mINDY-KO mice were bred and litters contained the expected ratio of WT and homozygous mINDY-KO mice. Compared with WT littermate controls, mINDY-KO mice on a regular chow diet had an approximately 10% lower body weight (BW) at the age of 13–14 weeks after a 16-hour fast (Figure 1A), due to a reduction in body size (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.136083DS1). Fat mass and lean mass did not differ between genotypes, as shown by NMR spectroscopy (Figure 1A). These results confirm our previous data (8).

### mIndy deletion reduces arterial BP and HR.

In order to determine BP, radiotelemetric probes were implanted into the right femoral artery of 12-week-old mice of both genotypes. Implantation in the femoral artery spares carotid and aortic baroreceptors, which are crucial for autonomic cardiovascular control. Animals were allowed to recover for 7 days postimplantation, and then intra-arterial BP was assessed over a 3-day period. Mean arterial BP was reduced in mINDY-KO mice by 8 mmHg compared with littermate WT mice (Figure 1B and Table 1), with similar reductions in diastolic and systolic BP (Supplemental Figure 1, B and C, and Table 1). At the same time, HR was reduced by 37 bpm in mINDY-KO mice (Figure 1C and Table 1). To rule out that the intra-arterial probe in the femoral artery introduced a bias in physical activity, we assessed locomotion and observed that activity was similar between genotypes (Figure 1D and Table 1).

### mIndy deletion reduces autonomic support of BP and baroreflex sensitivity.

Concomitant reductions in arterial BP and HR suggest autonomic nervous system involvement, specifically a decrease in sympathoadrenal tone. Ganglionic blockade with trimethaphan decreased BP (WT = –28 ± 3 ΔmmHg; mINDY-KO = –20 ± 4 ΔmmHg; *P* < 0.05; Figure 2A) and HR (WT = –266 ± 13 Δbpm; mINDY-KO = –206 ± 16 Δbpm; *P* < 0.01; Figure 2B) to a lower extent in mINDY-KO versus littermate WT controls. These in vivo findings are consistent with reduced autonomic support of BP through the sympathetic nervous system with reduction in adrenergic vascular tone and perhaps cardiac innervation in mINDY-KO mice.

Dynamic influences of sympathetic and parasympathetic activity on cardiovascular control can be elucidated through BP variability and baroreflex sensitivity measurements. Systolic BP variability in the low-frequency band was reduced by 50% with mINDY deletion (LFsys; WT = 4.8 ± 0.6 mmHg^2^; mINDY-KO = 2.4 ± 0.4 mmHg^2^; Figure 3A; *P* < 0.05). The increase in LFsys in obese mouse models is characterized by increased sympathetic drive (11). Moreover, rapid baroreflex-mediated HR changes in mice are primarily mediated through cardiac vagal efferents. Measures that augment vagal activity are associated with improved baroreflex sensitivity (11, 12). Here, BRS measured by cross-spectral analysis and determined by the sequence method was greater in mINDY-KO compared with WT mice (BRS sequp; WT = 2.8 ± 0.4 ms/mmHg; mINDY-KO = 3.8 ± 0.6 ms/mmHg; Figure 3B; BRS seqdown; WT = 2.5 ± 0.3 ms/mmHg; mINDY-KO = 3.8 ± 0.5 ms/mmHg; Figure 3C; *P* < 0.05). These findings strongly support the idea that mINDY deletion is associated with a shift of cardiovascular sympathetic and parasympathetic modulation toward parasympathetic predominance.

### mIndy deletion attenuates urinary catecholamines and catechloaminergic pathways of the adrenal gland transcriptome.

We further investigated the sympathoadrenal system as a mediator of the beneficial cardiovascular effect of mINDY deletion. The sympathetic nervous system regulates arterial BP and HR via norepinephrine released from postganglionic adrenergic terminals (13, 14). Norepinephrine (NE) and epinephrine (E) and their respective O-methylated metabolites, normetanephrine (NMN) and metanephrine (MN), can be measured in the circulation or in urine samples collected during a 24-hour period. Because of difficulties in obtaining stress-free peripheral blood, 24-hour urinary catecholamine levels were measured and normalized to urine osmolality. Levels of NE were reduced by 39% and E by 33% in mINDY-KO mice compared with WT littermates (Figure 4A). Urinary NMN and MN outputs were also significantly reduced in mINDY-KO mice (Figure 4B), strongly indicating lower sympathetic support of BP with *mIndy* deletion. These results prompted us to perform whole-genome microarray analysis on adrenal tissue samples of mINDY-KO mice and WT littermates because catecholamines are synthesized and released from the adrenal medulla. 

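mINDY-KO mice lack mINDY, a citrate transporter encoded by Slc13a5. Adrenal RNA from 5 mINDY-KO mice and 5 WT littermates, males of 12 to 16 weeks on regular chow, was hybridized to Illumina expression bead arrays, which read 1 colour and give each of 25697 probes a signal and a detection p. WT replicate 1 was run on 2 arrays, so that there were 6 WT and 5 mINDY-KO arrays. The supplement counts the WT group as n = 6, whereas the sample labels name 5 WT mice and mark the second array of WT replicate 1 as a technical repeat. Here both arrays of that mouse were averaged and counted once. Across 13341 probes, which are not independent replicates, their values correlated with r = 0.996, against 0.981 to 0.994 between WT mice. The median signal ranged from 150 to 202 on WT arrays (median 183) and from 122 to 238 on mINDY-KO arrays (median 191). mINDY-KO replicates 3 and 4 had the lowest median signals of all arrays, 127 and 122. Probes with a detection p under 0.05 numbered 13260 to 13538 on WT arrays (median 13413.5) and 13310 to 13507 on mINDY-KO arrays (median 13426). The authors exported the signals from GenomeStudio, version 2011.1, and Z-normalized them. From the exported signals, the log10 values of each array were here again set to a mean of 0 and an SD of 1, then multiplied by 1 constant for all arrays (1.57, the mean SD of the log2 signals), so that differences read as log2 fold changes. Probes detected in at least 5 of the 10 mice were kept, 13341 in all, and tested between genotypes with limma and Benjamini-Hochberg adjustment. Gene lists were tested with camera, limma's gene set test, over 9302 genes with the brightest kept probe of each. Slc13a5, the deleted gene, was not above background on any of the 11 arrays, with detection p from 0.0714 to 0.357. Its signal was 130 to 166 on WT arrays and 106 to 222 on mINDY-KO arrays. This probe therefore gives no fold change and does not check the genotype labels, and its place relative to the deleted part of the gene was not determined here.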

Unbiased gene set enrichment analysis revealed markedly decreased expression of pathways regulating catecholamine biosynthesis in mINDY-KO versus WT littermates (Figure 4C). 

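The 4 enzymes that convert tyrosine to epinephrine had lower mean RNA levels in adrenals of mINDY-KO mice than in those of WT littermates, and none of them passed the test over all probes. DOPA decarboxylase (Ddc), which forms dopamine, was at 2.78 ± 0.16 log2 units above the array mean in WT mice and at 2.43 ± 0.11 in mINDY-KO mice (SD, n = 5 each). This is a log2 fold change of -0.35 (standard error 0.087, adjusted p = 0.170 from limma), with all 5 mINDY-KO mice below every WT mouse. Tyrosine hydroxylase (Th), the rate-limiting enzyme, was at 3.88 ± 0.35 in WT and 3.78 ± 0.53 in mINDY-KO mice (SD, n = 5 each), a log2 fold change of -0.11 (standard error 0.22, adjusted p = 0.898 from limma). Dopamine β-hydroxylase (Dbh), which forms norepinephrine, had a log2 fold change of -0.082 (standard error 0.13, adjusted p = 0.863 from limma). Phenylethanolamine N-methyltransferase (Pnmt), which turns norepinephrine into epinephrine, had a log2 fold change of -0.21 (standard error 0.25, adjusted p = 0.805 from limma). Adjusted over the list alone, 1 of the 4 enzymes, Ddc, was lower and none was higher. The study measured these enzymes by RT-PCR after its own analysis of these arrays, so this count is not independent evidence. The mean over the enzymes was -0.19 on the log2 scale (camera, adjusted p = 0.149, and adjusted p = 0.583 with an estimated correlation). Per mouse, their mean was 3.11 ± 0.27 in WT and 2.92 ± 0.29 in mINDY-KO mice, with a 95% interval of the difference from -0.63 to 0.24 (two-sided exact permutation test, p = 0.302, n = 5 each). Of the mINDY-KO mice, 1 of 5 lay above the WT mean. Chromaffin cell markers outside the pathway, which mark the medullary cells that make catecholamines, had lower means for 17 of the 22 measured. None passed the test, adjusted over all probes or adjusted over the list alone, and their mean was -0.082 (camera, adjusted p = 0.0622, and adjusted p = 0.603 with an estimated correlation). Secretogranin II (Scg2), a protein of chromaffin granules, had a log2 fold change of -0.24 (standard error 0.11, adjusted p = 0.453 from limma). Chrna3, a subunit of the nicotinic receptor through which nerves stimulate these cells, was at -0.23 (standard error 0.091, adjusted p = 0.384 from limma). Transcription factors of chromaffin cells were lower for 8 of 9, with a mean of -0.13 and none past the test (camera, adjusted p = 0.0859, and adjusted p = 0.583 with an estimated correlation). That list passed without WT replicate 3 (mean -0.21, adjusted p = 0.0159) and without mINDY-KO replicate 5 (-0.15, adjusted p = 0.0321), while its mean shrank to -0.052 without WT replicate 1 and -0.086 without mINDY-KO replicate 1. Among these factors Isl1 was at -0.30 (standard error 0.13, adjusted p = 0.408 from limma). Without mINDY-KO replicate 5, whose mean over the enzymes was the highest of its group (3.28), the enzyme list passed with a mean of -0.28 (adjusted p = 0.0223, over a range of 0.0223 to 0.583 across alternatives). Its mean shrank to -0.090 without WT replicate 1, -0.11 without mINDY-KO replicate 2 and -0.12 without mINDY-KO replicate 1, and the list did not pass there. The marker list passed under 8 of 24 alternatives (adjusted p from 0.00563 to 0.603), among them without WT replicate 3 (mean -0.11), without WT replicate 4 (-0.12) and without mINDY-KO replicate 5 (-0.13), while its mean shrank to -0.032 without WT replicate 1 (adjusted p = 0.355). Having found lower urinary catecholamines, the paper turned to the adrenal because catecholamines are made and released in its medulla. From the gene set enrichment in Fig. 4C, the paper states that expression of catecholamine biosynthesis pathways was decreased in mINDY-KO mice.

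**Figure D1:**
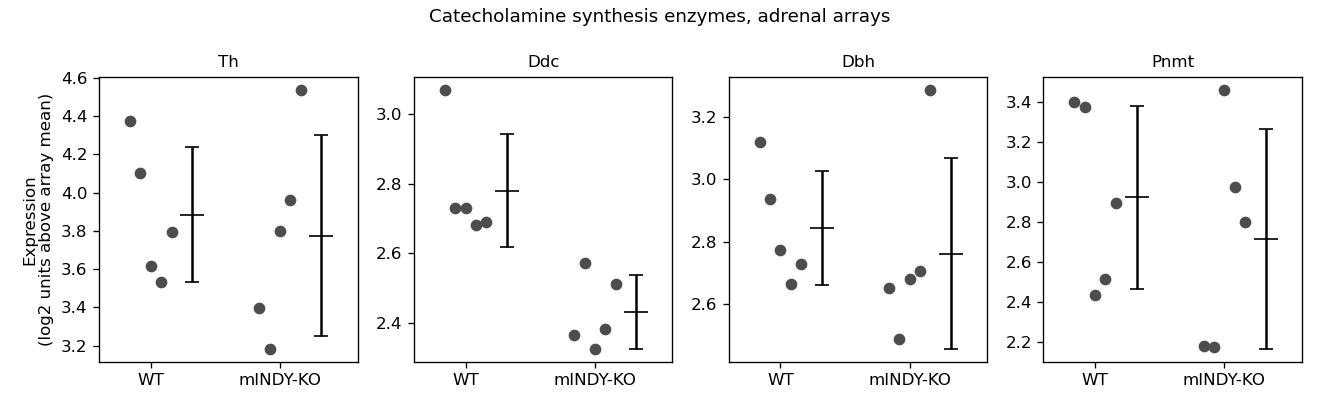
Expression of Th, Ddc, Dbh and Pnmt in log2 units above the array mean in 5 WT and 5 mINDY-KO mice, with each point a mouse and each bar the mean ± SD; the vertical axes differ between panels and do not start at 0. For Ddc the mINDY-KO mice lie between 2.33 and 2.57 and the lowest WT mouse at 2.68, while the groups overlap for Th, Dbh and Pnmt.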

Quantitative real-time PCR (RT-PCR) was used to confirm gene expression results. Important enzymes in catecholamine biosynthesis such as tyrosine hydroxylase (TH) — the rate-limiting step in catecholamine synthesis — DOPA decarboxylase (DDC), dopamine β-hydroxylase (DBH), and phenylethanolamine *N*-methyltransferase (PNMT) showed significant reductions in mINDY-KO mice (Figure 4D). TH reduction was also verified on a protein level (Supplemental Figure 2). In contrast, genes involved in catecholamine degradation like monoamine oxidase (MAO) and catechol-*O*-methyltransferase (COMT) were unaltered between genotypes (Figure 4E).

### Catecholamine biosynthesis is reduced by mIndy deletion.

Catecholamines are synthesized in sympathetic nerve terminals and adrenal medulla (15–19). As a model tissue, adrenal glands were harvested from mINDY-KO mice and littermate controls. Adrenal gland weight (Figure 5A) and histological morphology by H&E staining analysis did not reveal any major differences (Figure 5B). Previous data have suggested that *mIndy* expression is relatively high in the liver as compared with other organs such as skeletal muscle, adipose tissue, and kidneys (20). Interestingly, we found that the level of *mIndy* expression was also high in adrenal tissue (Figure 5C). Here, medullary *Indy* gene expression was about 70% higher than in adrenal cortex (Figure 5D). To confirm effective separation of adrenal medulla from cortex, we determined mRNA expression levels of prototypical medullary and cortical genes. In these samples, relative TH expression was 1.19 ± 0.29 AU in adrenal medulla and 0.11 ± 0.03 AU in adrenal cortex (*P* < 0.01), and steroidogenic acute regulatory protein (StAR) was 0.84 ± 0.07 AU in the adrenal medulla and 3.90 ± 1.23 AU in adrenal cortex (*P* < 0.06) (Supplemental Figure 3). These findings support the idea that reduced catecholamine biosynthesis may have attenuated peripheral catecholamine availability with *mIndy* deletion.

### Inhibition of mINDY transport function in chromaffin pheochromocytoma cells reduces catecholamine content.

To test whether inhibition of mINDY transporter function is sufficient to reduce catecholamine content, we treated the chromaffin pheochromocytoma cell line mouse pheochromocytoma cells (MPCs) with the mINDY inhibitor PF-06761281 (21). This small molecule inhibitor reduces mINDY-mediated citrate uptake in mouse hepatocytes with an IC_50_ of 0.21 μM and lowers fasting glucose levels and urinary citrate excretion in high-fat diet–induced obese mice (21). We first assessed citrate uptake in MPCs with and without 1 μM of PF-06761281 and found a significant approximately 35% reduction in the presence of the mINDY inhibitor (*P* < 0.001, Figure 6A). Preincubation of MPC cells with 5 mM sodium citrate increased cellular NE, DOPA, and dopamine content in MPC cells after normalization to cell number, an effect that was partially blunted by addition of 1 μM PF-06761281 before and during citrate treatment (Figure 6B). Previous report showed that PF-06761281 dose-dependently lowers citrate uptake in the liver, kidney, and testis with IC_50_ values of 1.4, 1.0, and 1.0 μM, respectively, while IC_50_ values in human hepatocytes are 0.74 μM and in mouse hepatocytes 0.21 μM (21, 22). Taken together, the reduction in catecholamine content appears to be directly linked to mINDY-mediated citrate transport function. Of note, catecholamine content in absence or presence of the inhibitor was normalized to the viable cell number (Figure 6B) to exclude possible effect of cell viability.

### Steroid hormones, vascular relaxation, and cardiac function are not changed with deletion of mIndy.

Adrenal glands also synthesize steroid hormones, such as aldosterone, which affects arterial BP, but not HR. Moreover, cholesterol is the first building block of steroids, and citrate, the main substrate of mINDY, can be used to generate cholesterol. Next, we assessed whether *mIndy* deletion can reduce steroid hormone levels and synthesis. 

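Adrenal RNA of the steroid pathway showed no gene past the test between mINDY-KO mice and WT littermates. Steroidogenic acute regulatory protein (Star), which brings cholesterol into mitochondria, was at 3.92 ± 0.12 log2 units above the array mean in WT and 4.09 ± 0.28 in mINDY-KO mice (SD, n = 5 each). Its log2 fold change was 0.16 (standard error 0.11, adjusted p = 0.647 from limma). Cyp11b1, which forms corticosterone, had a log2 fold change of -0.014 (standard error 0.14, adjusted p = 0.983 from limma). Aldosterone synthase (Cyp11b2) had a log2 fold change of -0.20 (standard error 0.33, adjusted p = 0.868 from limma), and a second probe of the gene gave -0.14 (standard error 0.25). Of 17 measured genes of steroid hormone synthesis, 11 had a higher and 6 a lower mean in mINDY-KO mice, and none passed, adjusted over all probes or adjusted over the list alone. Their mean was 0.054 (camera, adjusted p = 0.0752, and adjusted p = 0.503 with an estimated correlation). Cyb5a, an electron donor to steroidogenic enzymes, was at 0.40 (standard error 0.11, adjusted p = 0.226 from limma). Scarb1, the receptor that takes up cholesterol from high-density lipoprotein, was at -0.41 (standard error 0.14, adjusted p = 0.321 from limma), with 4 of 5 mINDY-KO mice below every WT mouse. Per mouse, the mean of Star, Cyp11a1, Cyp11b1, Cyp11b2, Cyp21a1 and Hsd3b1 was 4.00 ± 0.15 in WT and 4.04 ± 0.17 in mINDY-KO mice, with a 95% interval of the difference from -0.20 to 0.30 (two-sided exact permutation test, p = 0.690, n = 5 each). Cholesterol synthesis, which supplies the pathway, had 9 genes higher and 9 lower of 18 measured, none past the test adjusted over all probes or adjusted over the list alone, and a mean of 0.018 (camera, adjusted p = 0.649, and adjusted p = 0.686 with an estimated correlation), which ranged from 0.0060 without mINDY-KO replicate 3 to 0.028 without mINDY-KO replicate 5. Farnesyl diphosphate synthase (Fdps) was at 0.40 (standard error 0.13, adjusted p = 0.297 from limma). The glucocorticoid receptor (Nr3c1) was not above background in any mouse, and the mineralocorticoid receptor (Nr3c2) and renin (Ren1) were not analysed here. Star, Cyp11b1 and Cyp11b2, the measured genes of Fig. 7B, had a mean of -0.017 (camera, adjusted p = 0.664, and adjusted p = 0.697 with an estimated correlation), which ranged from -0.11 without WT replicate 1 to 0.064 without WT replicate 3, and its sign turned without WT replicate 3 or 4 or mINDY-KO replicate 1 or 2. The steroid synthesis list passed without mINDY-KO replicate 1 (mean 0.077, adjusted p = 0.0171), without mINDY-KO replicate 2 (0.079, adjusted p = 0.0148) and with all probes of a gene averaged (0.068, adjusted p = 0.0210), over a range of adjusted p from 0.0148 to 0.994 across alternatives. Its mean was 0.034 without WT replicate 1, 0.033 without mINDY-KO replicate 3 and 0.033 without mINDY-KO replicate 4, where the list did not pass. Its sign turned (mean -0.0014) without mINDY-KO replicates 3 and 4, a setting chosen after seeing the data, and that of the difference in the mean of Star and the 5 enzymes also turned there (-0.037) and without WT replicate 1 (-0.0014).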

Circulating steroid hormone concentrations did not show significant differences between genotypes (Figure 7A), and microarray analysis showed similar expression levels of genes important in steroid hormone synthesis regardless of the genotypes. These results were also verified by RT-PCR (Figure 7B). Moreover, rate-limiting enzymes of sterol (StAR) and aldosterone synthesis (CYP11B2 or aldosterone synthase) were unaltered between genotypes (Supplemental Figure 2).

To address local vascular tone, vascular smooth muscle constriction in response to potassium and NE was measured ex vivo. Also, endothelial function was assessed by measuring maximum aortic ring relaxation using cumulative increasing concentrations of acetylcholine (ACh) in aortic rings precontracted by phenylephrine ex vivo (Supplemental Figure 4 and Supplemental Table 1). Aortic ring diameters and vessel tone were similar in the 2 genotypes (Supplemental Table 1). These data do not support the idea that changes in vascular structure or responsiveness contributed to changes in BP with *mIndy* deletion. Finally, developmentally induced structural changes in the heart itself can largely contribute to changes in BP and HR. We therefore assessed cardiac function in vivo by echocardiography in mINDY-KO, WT littermate, and additional weight-matched WT control mice. The last group was included because mINDY-KO mice showed a lower body length and weight compared with WT littermates, which may affect echocardiographic measurements (Supplemental Figure 1A and Supplemental Figure 5A). Of significance, in vivo echocardiography of mice under anesthesia led to similar HRs between the 3 experimental groups (Supplemental Figure 5B). In this setting, ejection fraction (Supplemental Figure 5C), stroke volume (Supplemental Figure 5D) and strain (Supplemental Figure 5, E and F), as well as fractional shortening, cardiac output, end-diastolic- and end-systolic volume, and end-diastolic and end-systolic left ventricle mass (Supplemental Figure 6, A–F) were similar between mINDY-KO and weight-matched WT control mice, used as the correct control group instead of WT littermates, indicating that there were no cardiac structural abnormalities associated with the deletion of *mIndy* and that no morphological changes accounted for the observed phenotype. Last, analysis of heart morphological structure by H&E staining was similar between mINDY-KO and WT littermate controls (Supplemental Figure 7).

## Discussion

In this study, deletion of the longevity gene *mIndy* (*Slc13a5*) lowered BP and HR as measured by radiotelemetry. Pharmacological and biochemical profiling revealed that *mIndy* affects long-term BP regulation through a potentially novel mechanism regulating sympathoadrenal tone and catecholamine biosynthetic pathways. Concomitant reductions in arterial BP and HR suggested that the response was mediated by a common mechanism. Indeed, the depressor response to ganglionic receptor blockade with trimethaphan was attenuated, indicating reduced sympathoadrenal signaling to the periphery. In addition, oscillations of systolic BP in the low-frequency band, which are mediated through the sympathetic nervous system (11), were reduced. Moreover, BRS was increased in mINDY-KO mice, which typically occurs with a shift of the balance between sympathetic and parasympathetic activity toward parasympathetic predominance in vivo (11, 23–25). The sympathetic nervous system regulates BP and HR via the release of catecholamines from adrenergic terminals, which can then be detected in 24-hour collected urine of mice. Catecholamine concentrations in the urine of mINDY-KO mice were reduced when compared with WT controls. Unbiased microarray analysis of mINDY-KO adrenal glands showed a reduction in the pathways involved in catecholamine synthesis, such as TH, the rate-limiting step in catecholamine biosynthesis. The results were confirmed by RT-PCR and immunoblotting. Citrate treatment increased global catecholamine biosynthesis in the adrenal pheochromocytoma cell line MPC, an effect that was partially blunted by inhibition of mINDY with a small molecule inhibitor, previously shown to reduce citrate uptake and to improve metabolic control in obese mice in vivo (21). Together, these data suggest that *mIndy* has an important function in cardiovascular control by reducing sympathoadrenal support of arterial BP.

Centrally generated efferent sympathetic activity is transmitted through postganglionic nerve fibers to peripheral organs, including blood vessels and the heart (26). Ganglionic blockade with trimethaphan virtually abolishes postganglionic adrenergic traffic (11, 27). The reduced depressor response to trimethaphan in mINDY-KO mice is consistent with attenuated tonic support of blood pressure through the sympathetic nervous system. Indeed, low-frequency band oscillations of arterial BP, which are mainly mediated through the sympathetic nervous system, were also reduced in mINDY-KO mice. Catecholamine-secreting cells including adrenal medullary cells convert tyrosine serially to l-DOPA and dopamine, which is converted further to NE and E; both are stored within secretory vesicles (28, 29).

Citrate can serve as a substrate for fatty acid synthesis, and the acetyl moiety of the intermediate acetyl-CoA can be used for histone acetylation, which is critical regulator of gene expression. Citrate is also known to inhibit glycolysis by inhibiting phosphofructokinase-1 and activate gluconeogenesis by stimulating fructose-1,6-bisphosphatase (30). Moreover, inhibition of citrate uptake by *mIndy* deletion results in AMPK activation and increased mitochondrial activity (8, 31). Mitochondrial respiratory activity is involved in several aspects of catecholamine synthesis and secretion in adrenal samples from patients with pheochromocytoma (32) but also in physiological adrenal responses to stress in mice (33). Overall, we hypothesize that the interaction between transcriptional epigenetic regulation and a change in cellular energy levels contributes to the effect of citrate on catecholamine synthesis and secretion.

In mice, cumulative systemic catecholamine secretion is best reflected by 24-hour collected urine measurements. Blood drawing in mice is associated with stress, leading to immediate release of stress hormones, such as catecholamines, that can confound the analysis of catecholamine secretion. In our study, 24-hour collected urine specimens showed that NE and E as well as their degradation products NMN and MN were robustly reduced in mINDY-KO mice, indicating a strong effect of *mIndy* on catecholamine synthesis and extraneuronal and adrenal medullary catecholamine metabolism. In line with these observations, we noticed relatively high *mIndy* expression in the adrenal medulla compared with other organs and tissues. Moreover, unbiased, whole-genome, microarray-based analysis of the adrenal glands of mINDY-KO and WT littermate controls showed reduced catecholamine biosynthetic processes. These findings were confirmed by RT-PCR and protein analysis of genes coding for several rate-limiting enzymes in catecholamine biosynthesis, TH, DDC, DBH, and PNMT. In contrast, expression of genes coding for adrenal catecholamine-degrading enzymes such as MAO and COMT were unaltered. Incubation of MPC cells with citrate, the main mINDY transporter substrate, markedly increased catecholamine level in these cells, an effect blunted by pharmacological inhibition of mINDY. Together, these data suggest that mINDY interacts with the sympathoadrenal system at least in part through catecholaminergic pathways.

Cardiovascular and metabolic diseases are tightly linked as exemplified by the metabolic syndrome, which comprises abdominal adiposity, altered glucose and lipid metabolism, increased BP, and often higher HR (34). Many individuals with obesity or type 2 diabetes are hypertensive, an observation consistent with a solid crosstalk between cardiovascular and metabolic control mechanisms. Deletion of *mIndy* has previously been shown to improve metabolic disease, such as diet-induced obesity, insulin resistance, and nonalcoholic fatty liver disease in mice (5, 8, 9, 22). The cardiovascular phenotype in our study implicates a role of *mIndy* in this cardiometabolic crosstalk. Reduction of BP in mINDY-KO mice could be mediated through direct mINDY actions or via indirect influences on BP control through changes in body composition. Here, mice were fed a normal chow diet, which excluded the contribution of body composition changes, specifically fat mass, in BP regulation between both genotypes. Confirming previous reports, mINDY-KO mice were slightly smaller and thus had reduced BWs (8). Otherwise, mINDY-KO mice showed similar proportions of fat and lean mass compared with their littermate controls as assessed with NMR in vivo. Therefore, differences in body composition do not explain our findings. Moreover, smaller animals tend to have higher HRs than larger ones, which is not seen in the mINDY-KO mice (35–38).

We also note that in mINDY-KO mice the vascular responsiveness toward adrenergic stimulation with phenylephrine was unaffected ex vivo, suggesting that the change in BP was mediated through altered catecholamine release rather than changes in vascular α-adrenoceptor responsiveness. Furthermore, potassium-induced vasoconstriction did not differ between mINDY-KO and WT littermate controls, indicating that smooth muscle constrictor functions were unchanged in KO mice. In vivo echocardiography revealed similar ejection fraction, stroke volume, and cardiac output and strain when HR was controlled by anesthesia and when mINDY-KO mice were compared with weight-matched WT control mice. These data indicate that deletion of *mIndy* is not associated with structural and/or functional abnormalities in the heart.

Our study cannot fully exclude that other mechanisms also contributed to changes in cardiovascular autonomic control. For example, reduced synthesis of steroid hormones such as aldosterone could contribute to the response. However, steroid hormone levels were not different between mINDY-KO and WT mice, and genetic as well protein levels of the major enzymes involved in steroid hormone synthesis were not changed. Because mINDY is expressed predominantly in the adrenal medulla, we hypothesize that catecholamines are more affected than steroid hormones. Reduced expression of catecholamine-synthesizing enzymes supports this idea. Our data on the pheochromocytoma cells show that citrate, the main mINDY substrate, increased catecholamine content, while pharmacological inhibition of citrate uptake blunted this effect, making developmental effects of mINDY on catecholamine synthesis unlikely.

We did not observe structural or functional changes in the heart with histological analysis of myocardial tissue or echocardiography in vivo. Of note, echocardiography was performed during anesthesia, which led to similar HRs between mice. An additional challenge, such as pressure overload or myocardial infarction, may be required to unmask influences of mINDY on cardiac structure. Future studies are needed to address this important point.

To exclude variations in physiological responses by hormonal fluctuations in female mice, we have used male mice throughout the study (39–44). The selection of male mice represents a limitation of our study, and more studies are needed to show that the observed effects are also present in female mice.

Reducing *Indy* gene expression leads to longevity in lower organisms and to a phenotype akin to caloric restriction in mice, an intervention that is well known to induce longevity in most species (6–8). Interestingly, reduced sympathetic activity and lower BP are associated with cardiovascular protection and prolonged life span (45, 46). Longevity studies in mINDY-KO mice will be extremely interesting. It will be important to determine whether the hypotensive effect of *mIndy* will be present also in aged mice and how this translates into cardiovascular morbidity and mortality.

Deletion or reduction of *mIndy*/mINDY has been shown to be protective against diet-induced metabolic disorders, including obesity, insulin resistance, and nonalcoholic fatty liver disease (5, 8–10). Obesity in general goes along with increased sympathetic activity (47–50). Here, we added potentially novel pieces to generate a more complete picture of the benefits of decreasing mINDY activity by showing that deletion of *mIndy* also affects arterial BP and HR by reducing sympathoadrenal activity. Remarkably, recent genome-wide association studies suggested that the Slc13a5 polymorphism rs16956192 contributes to variability in arterial BP (51). In addition to providing a potentially novel mechanism contributing to cardiometabolic crosstalk, our study further supports mINDY as a promising target for the whole spectrum of metabolic syndrome components, including increased BP.

## Methods

### Animals.

Mice were generated as described (8): pups carrying the *SLC13A5^tm1.1Helf^* allele were genotyped at the expected frequency of about 25%. Mice carrying *SLC13A5^tm1.2Helf^* allele (Δ1-6) were obtained by mating *SLC13A5^tm1.1Helf/+^* mice with animals carrying *Hprt1*-Cre transgene: 129S1-Hprttm1(Cre)Mnn (The Jackson Laboratory). The offspring was then backcrossed more than 10 times to the C57B/6J background, and studies were performed with age-matched littermate control WT mice. Homozygous mINDY-KO mice were obtained from mating heterozygous mINDY-KO mice. Littermate animals were used in all experiments; however, for echocardiography we also used WT mice (Charles River Laboratories) that were weight matched to mINDY-KO mice as a third experimental group. All breeding and procedures were carried out at the animal facilities of the Charité Berlin and Technical University Dresden according to institutional regulations and the local guide for the use and care of laboratory animals.

Experiments based on BP measurements by telemetry were performed on 12- to 16-week-old mINDY-KO male mice and littermate controls. We have selected male mice to exclude variations in physiological responses by hormonal fluctuations of estrogen and progesterone in female mice (39–44). The animals had free access to standard chow (0.25% sodium, SNIFF GmbH, Soest, Germany) and drinking water ad libitum. Animals were cared for within the Institutional Animal Care Committee guidelines, and all animal procedures were approved by local government authorities.

### Analysis of body composition.

Body composition was analyzed before and after BP studies using proton NMR (^1^H-MRS), and adipose tissue mass was quantified in vivo using micro-computed tomography. After studying telemetry, spectral analysis, baroreceptor HR reflex, sequence technique, BRS, pharmacological testing, and echocardiography (as described below), mice were anesthetized for the harvest of various tissues and organs including heart, aorta, adrenal glands, brain, skeletal muscle, epigonadal and subcutaneous adipose tissues, and liver.

### Telemetry.

Before implantation of the TA11PA-C20 BP device (Data Sciences International), the zero offset was measured, and the unit was soaked in 0.9% NaCl. Mice were anesthetized with isoflurane (Cura Med Pharma). The pressure-sensing catheter was advanced via the right femoral artery into the abdominal aorta, and the transmitter was placed in a subcutaneous pocket along the right flank. During surgery and in the recovery period, the mice were placed on a heated table to maintain body temperature. The mice were synchronized to a 12-hour light/12-hour dark schedule with lights on at 6:00 am. All mice were allowed a 7-day recovery from surgery before baseline BP and HR values were recorded for 3 days. By this time, the mice had regained their circadian BP and HR rhythms, and the surgery and anesthesia-dependent initial changes in BP and HR were followed by stabilization of both values. The mice received a normal chow diet and tap water (0.25% NaCl).

The data from the TA11PA-C20 device were transmitted via radio frequency signals to a receiver below the home cage and thereafter collected using the DATAQUEST ART system, version 2.1 (Data Sciences International), which allowed us to detect, collect, and analyze signals from several animals simultaneously. The data were sampled every 5 minutes for 10 seconds continuously with a sampling rate of 1000 Hz and stored on a hard disk. Systolic and diastolic BP, mean arterial pressure (MAP), and HR were recorded using the DATAQUEST software (ART 2.1). HR was computed from the pulse intervals of the BP recordings. For statistical analysis, we used 3 days of baseline values. Rhythm analysis for 27-hour periods in individual mice were performed using DQFIT program, which calculates the amplitude and the acrophase of both parameters (52). Activity was monitored as changes in transmitter signal strength due to the mouse (transmitter) locomotion. For further evaluation of cardiovascular function, the baroreceptor HR reflex was investigated using spontaneous changes in BP and HR. For this purpose, beginning after the 3 days of baseline values, BP waveforms were stored in a beat-by-beat modus 1 hour before and 1 hour after intraperitoneal injections of different drugs for pharmacological blockade of the autonomic nervous system. Beat-by-beat BP and HR values were obtained from these continuously recorded data.

### Autonomic blockade.

To evaluate autonomic control of BP in mINDY-KO and WT littermate control mice, continuous beat-by-beat values of BP and HR were recorded for 1 hour, after which the animals were administered the ganglionic blocker trimethaphan at a dose of 120 mg/kg intraperitoneally. Continuous beat-by-beat values of BP and HR were recorded for 1 additional hour. Handling caused an HR and MAP increase in both strains, which decreased over time following trimethaphan injection. Forty-five minutes after the injection of saline, MAP and HR were comparable to baseline values. Therefore, the values 1 hour after drug injection were used to characterize the trimethaphan response. Because of the drug’s pharmacodynamics, the effects were determined at the nadir of the HR and BP responses, between 7 and 12 minutes after injection (53). The time ranges for calculating HR and BP changes were the same. HR variability and baroreceptor function were also determined in steady-state conditions to exclude stress-induced BP and HR changes.

### Spectral analysis and BRS.

For evaluation of cardiovascular function, the baroreceptor HR reflex was investigated using spontaneous changes in BP and HR. The power spectra of systolic BP, pulse interval time series, and the cross spectra were calculated using fast Fourier transformation (FFT) (54–58). The power spectral density was estimated by the Welsh method with FFT length of 512 sample points, interpolation, resampling with 12 Hz, linear trend elimination, and Hanning window. The data analysis was performed with the PV-wave software (Visual Numerics). Five representative intervals were chosen and averaged according to the following criteria: *1*) steady-state conditions, *2*) no large and sudden BP changes, and *3*) no artifacts. The frequency bands were adapted for analysis in mice considering the ranges of HR and breathing frequencies (low frequency about 0.25–1.0 Hz, high frequency about 1.0–6.0 Hz). Low-frequency components of pulse interval spectrum (LF), high-frequency components of pulse interval spectrum (HF), LF/HF ratio, low-frequency power of systolic BP (SBP-LF), and root mean square of successive differences between adjacent normal pulse intervals were calculated. The baroreflex gain (BRS-LF) was determined as mean value of the transfer function between systolic BP and pulse intervals in the low-frequency band. BRS was considered significant if the coherence in the analyzed frequency band was about 0.8.

### MPC cell culture.

MPCs generated from heterozygous neurofibromatosis KO mice were acquired from Arthur Tischler (New England Medical Center and Tufts University School of Medicine, Boston, Massachusetts, USA) (59). MPC cells were seeded on collagen A–coated cell culture dishes (60) and maintained in RPMI-1640 medium containing 10% horse serum and 5% fetal calf serum supplemented with 2 mM GlutaMAX (complete medium). Collagen, RPMI, and GlutaMAX were from Thermo Fisher Scientific. Cells were cultured at 37°C, 5% CO_2_, and 95% humidity. MycoAlert Mycoplasma Detection Kit (Lonza, Switzerland) was used to ensure that cells were mycoplasma free. After trypsinization (trypsin/EDTA; 0.05%/0.02%) cells were diluted with complete medium and counted using the Neubauer counting chamber. All experiments were performed free of antibiotics for at least 1 passage after recultivation.

### Radiolabeled C^14^-citrate uptake in MPC cells.

^14^C citric acid (Hartmann, 114 μCi/mmol) was dissolved in uptake buffer (140 mmol/L NaCl, 1 mol/L KCl, 1 mol/L CaCl_2_, 1 mol/L MgSO_4_, 550 mmol/L glucose, 1 mol/L HEPES), and unlabeled citric acid was added to the final concentration mentioned. MPCs (50,000 cells/well, 48-well dishes) were incubated with the uptake solution in the absence or presence of 1 μM of the mINDY inhibitor PF-06761281 (Pfizer) for 10 minutes at 37°C as described (61). Cells were washed 3 times with ice-cold uptake buffer, lysed with 0.2% SDS. The intracellular radioactivity was detected by liquid scintillation counting (PerkinElmer Life Sciences). For each concentration 3 to 6 wells were used for each concentration of radiolabeled citrate. The specific mINDY-mediated citric acid uptake was obtained by subtracting off the nonspecific uptake measured in the presence of PF-06761281.

### Catecholamine measurements in MPCs.

MPCs were seeded in 24-well plates at a density of 1.5 × 10^5^ cells/well (4 replicates for each condition). Once attached, cells were treated with vehicle (control), 5 mM sodium citrate, or 5 mM sodium citrate combined with 1 μM of the INDY inhibitor PF-06761281 (Pfizer). Cells were incubated for 72 hours, then washed with PBS, and 3 wells per condition were extracted by adding 100 μL 0.4 M perchloric acid containing 0.5 mM EDTA. The remaining well was used for normalization by counting the corresponding cell number (Neubauer chamber). After centrifugation to remove cell debris, supernatants were stored at –80°C. Catecholamines were analyzed by liquid chromatography with electrochemical detection as described previously (62).

### MPC proliferation, cell viability, and apoptosis assays.

For evaluation of cell proliferation, cells were counted by using the Neubauer chamber 24, 48, and 72 hours after seeding. CellTiter AQueous One Solution Cell Proliferation Assay (Promega) was used to determine the number of viable cells. For analyzing programmed cell death, we employed the Caspase 3/7 Assay (Promega), which provides a profluorescent substrate with an optimized bifunctional cell lysis/activity buffer for caspase-3/7 (DEVDase) activity assays (60). All assays were performed according to the manufacturer’s protocols and guidelines.

### Ex vivo analysis of vascular function.

Vascular function was analyzed in aortic segments using a Mulvany myograph (56). First, the basal tone in the 2 experimental groups (mINDY-KO and WT littermate controls) was measured after applying 20 mmHg distension to aortic segments. Vessels were preconstricted with a potassium-enriched solution or phenylephrine (PE). Endothelial function was analyzed in aortic rings after precontraction with 0.3 mmol/L PE and subsequent relaxation in response to increasing concentrations of ACh. The level of ACh-induced relaxation mediated by nitric oxide (NO) was determined using NO synthase inhibitor l-NAME. To analyze vascular smooth muscle relaxation, the NO donor sodium nitroprusside was added to PE-precontracted aortic segments.

Vascular function was assessed as described previously (63, 64). In brief, the thoracic aortas were excised and cleaned of adherent fat and connective tissue. The length of proximal aortic segments was determined using a calibrated ocular micrometer. Aortas were mounted on 2 pins (200 mm diameter) in a Mulvany myograph 410A (DMT A/S). One pin was attached to an isometric force transducer; the other was attached to a micrometer screw, allowing for control of the inner diameter of the vessel preparation. All segments were continuously gassed with carbogen (5% CO_2_, 95% O_2_) in Krebs-Henseleit buffer in the presence of 10 mmoL/L diclofenac. Temperature was set to 37°C. Data are presented as sigmoidal concentration response curves (GraphPad Prism 6.0, GraphPad Software, Inc.). Effects of ACh are expressed as percentage PE-induced precontraction.

### Echocardiography.

Transthoracic echocardiography in all experimental groups (WT *n* = 5, mINDY-KO *n* = 6, weight matched *n* = 5) was performed in anesthetized animals (2% isoflurane) via an oxygen mask. Respiration, temperature, and echocardiography were continuously monitored during the whole scans. Rectal temperature was maintained at approximately 38°C by a heated platform. Hair was removed from the abdomen by a clipping machine and depilatory cream. Prewarmed gel was used as an ultrasound-coupling medium. Cardiac function and morphology were assessed by echocardiography with a Visual Sonics Vevo 770 High-Resolution Imaging System with the use of a high-resolution (40 MHz) transducer. Stroke volume and cardiac output were measured by tracing the endocardium in systole and diastole of a parasternal long-axis view of the left ventricle. All images were acquired and stored for off-line analysis by a blinded observer using Visual Sonics Vevo Strain software (Version 2.2.0). B-Mode cine loops were used in parasternal long view to assess basic parameters for systolic function (ejection fraction, fractional shortening, end-diastolic volume, end-systolic volume, stroke volume, cardiac output, and left ventricular mass) and more accurate and robust speckle tracking analysis (global longitudinal strain, global longitudinal strain rate). Negative values illustrate fiber shortening of the myocardium. Images were checked for quality with regard to differentiation of wall borders and absence of artifacts. Left ventricle endocardium was traced manually in parasternal long-axis views in end-diastole. The epicardium was automatically traced by the software, checked, and manually adjusted if necessary for maximum tracking accuracy. Analysis was performed on 3 consecutive cardiac cycles, and mean values from the 3 measurements were calculated. Global strain values were obtained from the average of the 6 segments of the left ventricle.

### Catecholamine profiling by liquid chromatography‑tandem mass spectrometry.

To determine urinary catecholamine, metanephrine, and steroid levels, a subset of WT (*n* = 9) and mINDY-KO (*n* = 9) mice were housed in individual metabolic cages. After 1 day of adaptation, urine was collected for 24 hours over the next 2 days. Only animals with comparable urine volume were included in the study for further analysis.

Measurements of steroid hormones were batch analyzed by liquid chromatography‑tandem mass spectrometry (LC‑MS/MS) as described previously (65). Urinary catecholamines as NE and E and their O-methylated free metabolites NMN and MN were simultaneously determined by LC-MS/MS, as described previously (66). For the latter, urinary osmolality was used for correction of different sample volumes. Quantification of hormone levels was done by comparing ratios of analyte peak area obtained from samples to the respective peak area of stable isotope-labeled internal standard calibrators.

### Adrenal gland and heart histology.

Adrenal glands and hearts of mINDY-KO (*n* = 3) and WT littermate control mice (*n* = 3) were fixed in 4% buffered paraformaldehyde and embedded in paraffin. Then, 3 × 5 μm sections per tissue were placed on 1 slide and stained with H&E. Whole adrenal gland and heart were analyzed using the mosaic function of ApoTome microscope Observer.Z1 (Carl Zeiss). Images were taken at 10×, 20×, and 40× original magnification.

### Gene expression.

Microarray (NCBI Gene Expression Omnibus datavase accession number GSE124886) and RT-PCR techniques were carried out according to standard procedures to determine the effect of mINDY-KO on gene expression in mouse adrenal glands. Full methodological details are described in Supplemental Methods.

### Statistics.

Data are presented as means ± SEM. If not stated otherwise, statistically significant differences in mean values were evaluated by Student’s *t* test (2 tailed) and ANOVA (2 way). Slopes and intercepts of data sets were tested for significance using Microsoft Excel and GraphPad Prism. The method is equivalent to an analysis of covariance (ANCOVA). *P* values of less than 0.05 were considered statistically significant. Outliers were detected using the 2-sided Grubb’s method.

### Study approval.

All animal experiments were approved by the local government authorities (Landesamt für Gesundheit und Soziales, Berlin, Germany, and Landesdirektion Sachsen, Dresden, Germany).

## Author contributions

DMW, SL, JJ, and ALB designed research studies. DMW, SL, AK, ACDCG, MP, AH, WK, KK, MW, NB, MB, JT, and ALB performed experiments and analyzed data; SLH provided mINDY-KO mice; AK, TS, CH, AK, NNEA, DNM, HM, AD, AEA, RC, GE, JJ, and MD analyzed data; DMW, JJ, and ALB wrote the manuscript; and SRB, AD, SLH, RC, and GE edited the manuscript. DMW, MD, AK, SL, NB, TS, CH, NNEA, ACDCG, MP, AH, WK, KK, DNM, HM, AD, MW, AEA, SLH, SRB, RDC, MB, GE, JT, JJ, ALB read and approved the final version of the submitted manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
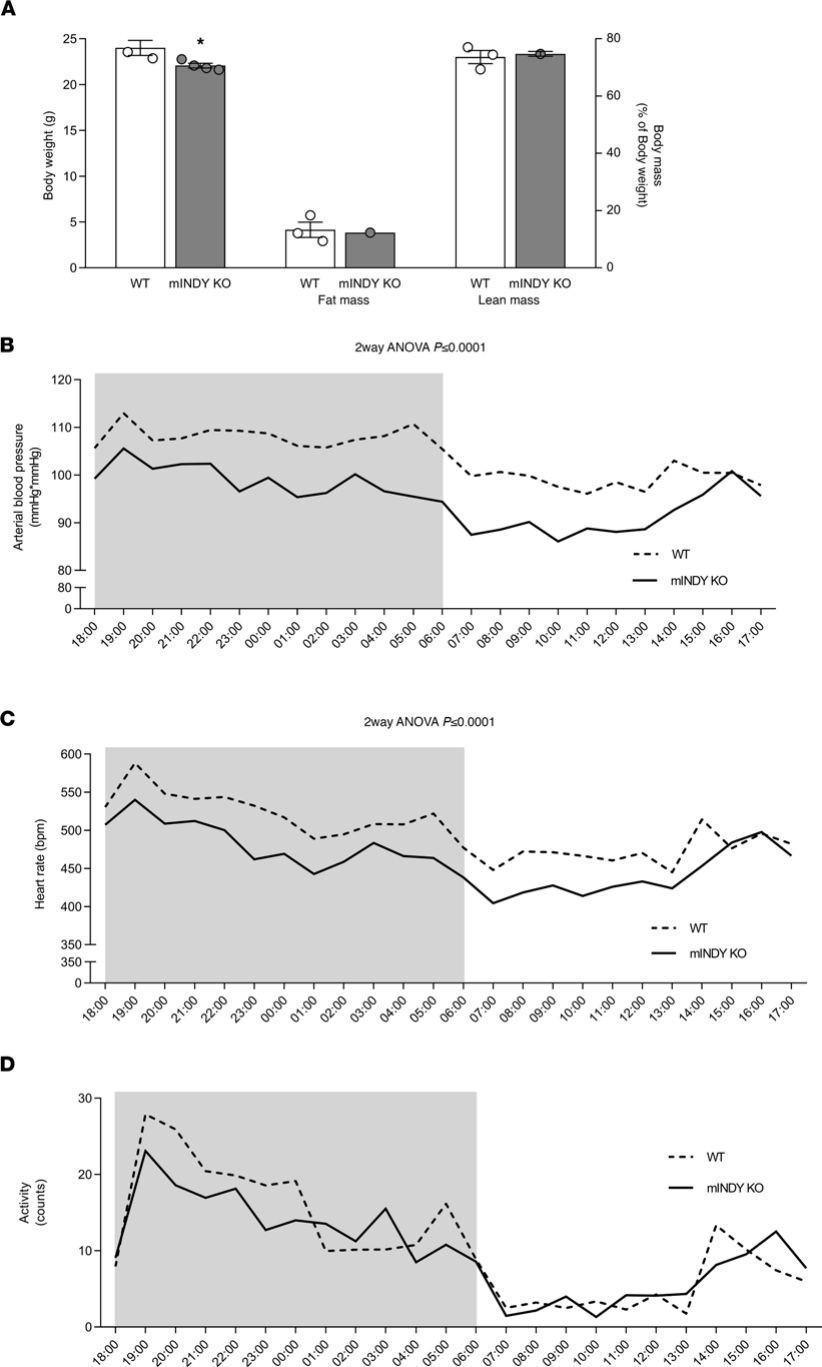
BW and body composition, arterial BP, HR, and voluntary activity of mINDY-KO mice and WT littermate controls. (**A**) After a 16-hour fast, BW and body composition were measured in 13- to 14-week-old mINDY-KO (*n* = 4) and WT littermate control (*n* = 3) mice fed a regular chow diet. BW and body composition were as follows: mINDY-KO (25.2 ± 0.3 g; 74.74% lean mass and 12.28% fat mass of BW); WT littermates (27.6 ± 1.2 g; 73.6% lean mass and 13.3% fat mass of BW). mINDY-KO mice had a lower BW based on a shorter body length compared with WT littermate controls. A 2-tailed Student’s *t* test was performed to determine significance level between groups. Data represent the mean ± SEM (*P < 0.05). (**B**–**D**) Radiotelemetry system was used for monitoring arterial BP, HR, and voluntary activity in mINDY-KO (*n* = 6) and WT littermate control mice (*n* = 8) fed a regular chow diet. (**B**) Arterial BP (mINDY-KO overall 96 ± 2 mmHg; day, 92 ± 3 mmHg, and night, 99 ± 3 mmHg. WT overall 104 ± 2 mmHg; day, 100 ± 3 mmHg, and night, 108 ± 1 mmHg). (**C**) HR (mINDY-KO overall 463 ± 7 bpm; day, 443 ± 9 bpm, and night, 484 ± 10 bpm. WT overall 500 ± 5 bpm; day, 474 ± 5 bpm, and night, 526 ± 5 bpm). (**D**) Voluntary activity (mINDY-KO overall 10 ± 1 counts/min; day, 5 ± 1 counts/min, and night, 15 ± 2 counts/min. WT overall 11 ± 1 counts/min; day, 5 ± 1 counts/min, and night, 17 ± 1 counts/min). Mean daily values from all animals during a 3-day period were analyzed. A 2-way ANOVA was performed to determine significance level.

**Figure 2:**
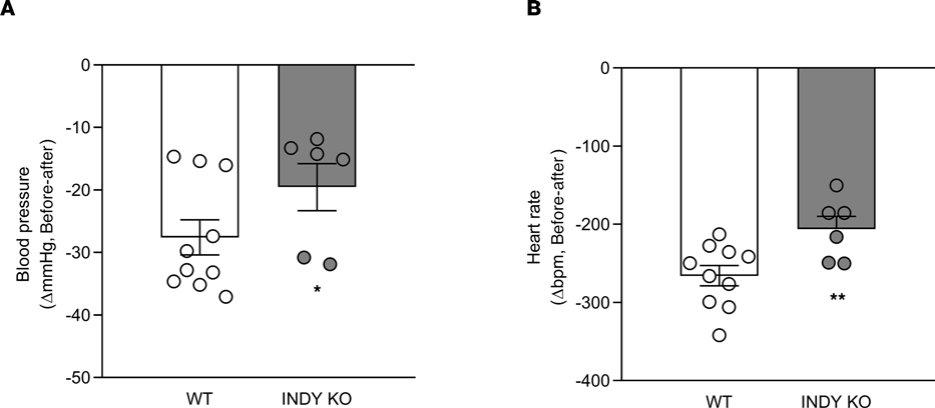
BP and HR in response to trimethaphan. mINDY-KO (*n* = 3) and littermate WT control mice (*n* = 5) were treated with trimethaphan (120 mg/kg BW) followed by the measurement of (**A**) individual BP response (mINDY-KO, –34 ± 10 ΔmmHg; WT, 28 ± 3 ΔmmHg) and (**B**) HR (mINDY-KO, –210 ± 15 Δbpm; WT, –266 ± 13 Δbpm). Changes in HR and BP are expressed as change relative to baseline (measured over a time frame of 1200 seconds). Values of 2 different time frames of 1200 seconds each (2400 seconds in total) were analyzed per animal. A 2-tailed Student’s *t* test was performed to determine significance level between groups. Data represent the mean ± SEM (*P < 0.05; **P < 0.01).

**Figure 3:**
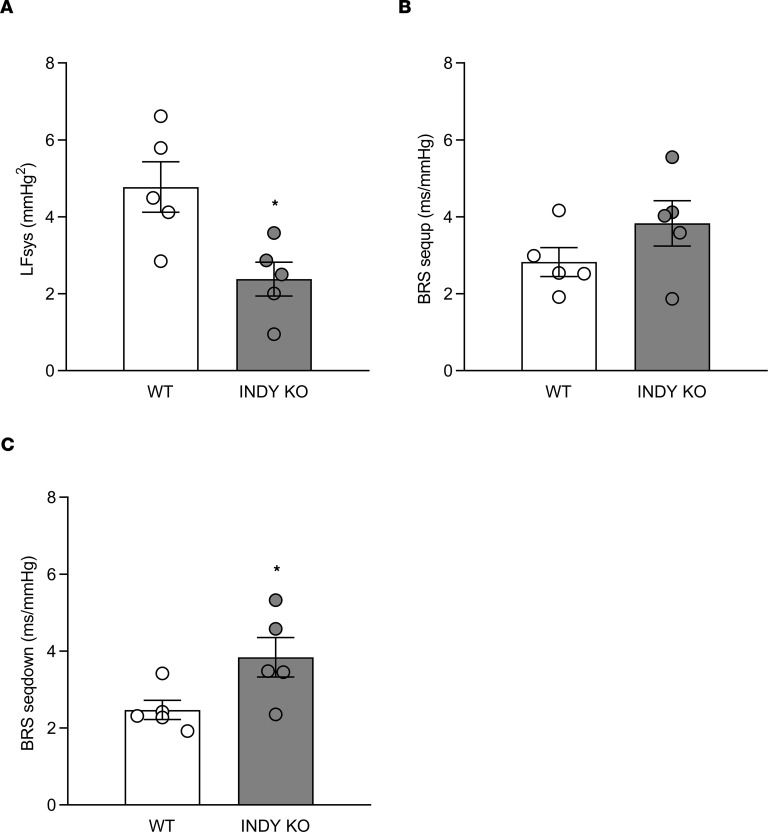
Systolic BP variability and baroreflex sensitivity. Systolic BP variability in the frequency range and baroreflex sensitivity (BRS) were calculated by cross-spectral analysis (BRS-LF) or by the sequence technique (BRS sequp, BRS seqdown) in mINDY-KO (*n* = 5) and littermate WT controls (*n* = 5) at the age of 3–4 months. Time length measurement was similar between genotypes (WT, 3665 ± 137 s; mINDY-KO, 3694 ± 133 s). (**A**) LFsys (WT, 4.8 ± 0.7 mmHg^2^; mINDY-KO, 2.4 ± 0.4 mmHg^2^); (**B**) BRS sequp (WT, 2.8 ± 0.4 ms/mmHg; mINDY-KO, 3.8 ± 0.6 ms/mmHg). (**C**) BRS seqdown (WT, 2.5 ± 0.3 ms/mmHg; mINDY-KO, 3.8 ± 0.5 ms/mmHg). Significance level was determined by a 2-tailed Student’s *t* test. Data represent the mean ± SEM (*P < 0.05).

**Figure 4:**
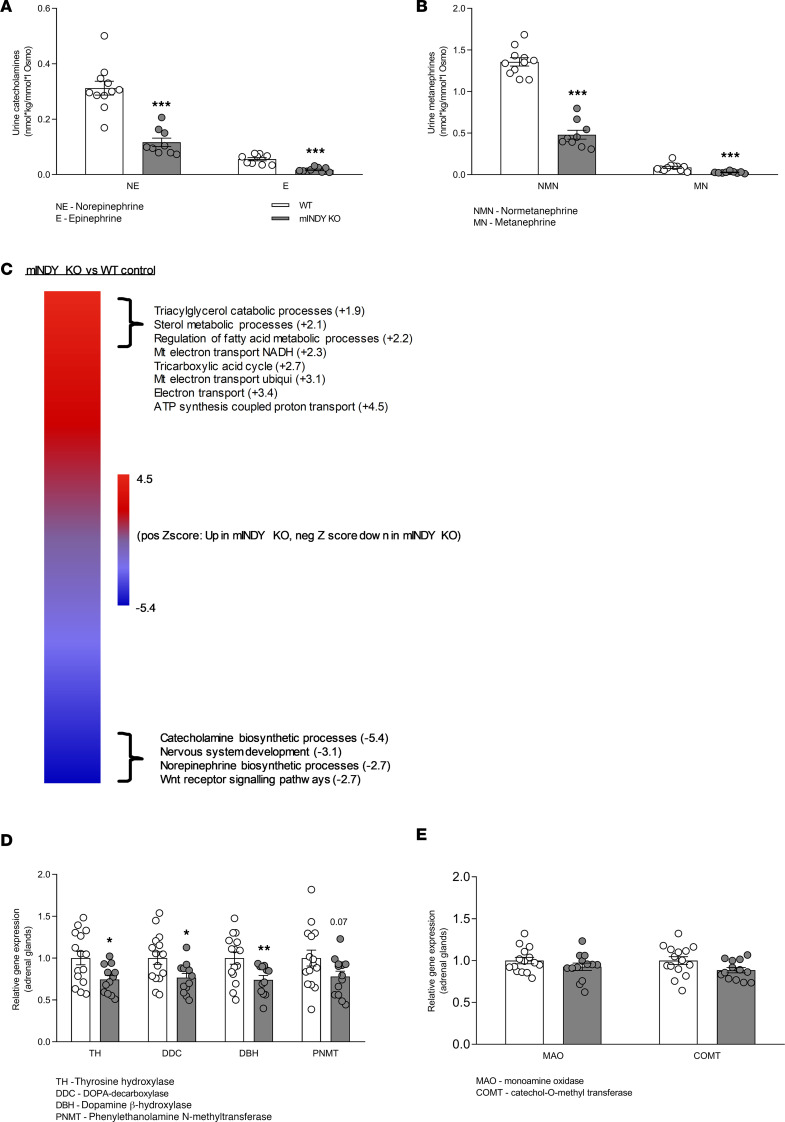
Urinary catecholamines, metanephrines, and adrenal gland transcriptomics. (**A**) Urinary secretion of NE and E in mINDY-KO (*n* = 9; NE, 0.12 ± 0.02, and E, 0.02 ± 0.003 nmol × kg/mmol × L Osmo) and WT littermate control mice (*n* = 9–11; NE, 0.31 ± 0.02, and E, 0.06 ± 0.006 nmol × kg/mmol × L Osmo). (**B**) Urinary secretion of NMN and MN in mINDY-KO (*n* = 9; NMN, 0.48 ± 0.05, and MN, 0.03 ± 0.004 nmol × kg/mmol × L Osmo) and WT littermate control mice (*n* = 11; NMN, 1.36 ± 0.05, and MN, 0.09 ± 0.014 nmol × kg/mmol × L Osmo). (**C**) Adrenal gland gene set enrichment analysis in mINDY-KO (*n* = 5) and littermate control mice (*n* = 6) fed a regular chow diet. (**D**) Relative gene expression of catecholamine biosynthetic enzymes and (**E**) enzymes involved in catecholamine degradation in adrenal glands of mINDY-KO (*n* = 12–13) and WT littermate controls (*n* = 15). Significance level was determined by a 2-tailed Student’s *t* test. Data represent the mean ± SEM (*P < 0.05; **P < 0.01; ***P < 0.001).

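Genes of the mitochondrial respiratory chain were, as groups, higher in mINDY-KO adrenals than in WT adrenals, and no single gene of these lists passed the test over all probes. Of 33 measured subunits of complex I, which passes electrons from NADH to ubiquinone, 26 were higher in mINDY-KO mice, with a mean of 0.097 on the log2 scale (camera, adjusted p = 3.31e-04, and adjusted p = 0.583 with an estimated correlation). Complex III had 6 of 7 subunits higher, with a mean of 0.13 (camera, adjusted p = 0.0163, and adjusted p = 0.537 with an estimated correlation). All 11 measured genes of the complex IV list were higher, with a mean of 0.15 (camera, adjusted p = 0.00701, and adjusted p = 0.537 with an estimated correlation). Cox7a1 and Cox8b, 2 further subunits of complex IV, were listed as brown adipocyte markers instead, and both were lower (mean -0.081). All 14 measured genes of the ATP synthase were higher, with a mean of 0.13 (camera, adjusted p = 0.00234, and adjusted p = 0.537 with an estimated correlation). Ndufb5, a subunit of complex I, was at 2.13 ± 0.14 in WT and 2.52 ± 0.13 in mINDY-KO mice (SD, n = 5 each), a log2 fold change of 0.39 (standard error 0.087, adjusted p = 0.157 from limma). Adjusted over the list alone, Ndufb5 was higher, and no other gene of the 4 lists passed. Uqcrh of complex III was at 0.28 (standard error 0.094, adjusted p = 0.309 from limma), Cox5a of complex IV at 0.30 (standard error 0.094, adjusted p = 0.270 from limma) and Atp5a1 of the ATP synthase at 0.25 (standard error 0.098, adjusted p = 0.378 from limma). The mINDY-KO arrays of lowest median signal, replicates 3 and 4, held the highest values. Over the 65 genes of the 4 lists, both of these mice had a mean of 4.11, while the other mINDY-KO mice lay at 3.75 to 3.76 and WT mice at 3.67 to 3.84. The difference of these means per mouse was 0.12, with a 95% interval from -0.074 to 0.35 (two-sided exact permutation test, p = 0.325, n = 5 each). Without both arrays, a setting chosen after seeing the data, the list means were -0.044 for complex I, -0.017 for complex III, -0.0057 for complex IV and -0.0051 for the ATP synthase, and none passed. The 4 lists also missed the threshold without mINDY-KO replicate 3 alone (means 0.044, 0.076, 0.093 and 0.081 in the same order) and without mINDY-KO replicate 4 alone (0.044, 0.073, 0.086 and 0.076), and complexes III and IV without WT replicate 3 (0.10 and 0.11), where complex I passed with a mean of 0.063 (adjusted p = 0.0174). None of the 4 passed with quantile normalization or with neqc, limma's background correction and normalization for Illumina arrays.

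**Figure D2:**
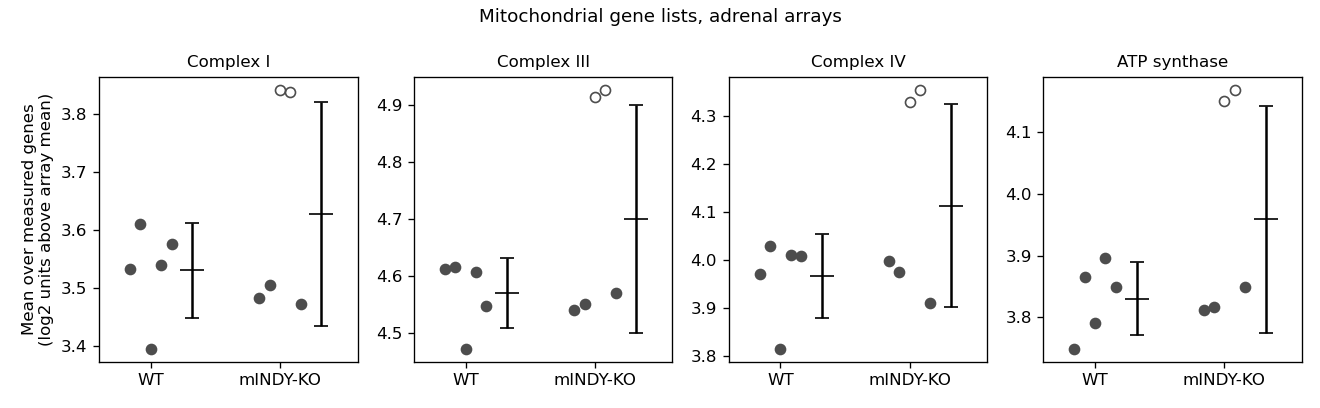
Mean expression over the measured genes of the lists for complex I, complex III, complex IV and the ATP synthase in 5 WT and 5 mINDY-KO mice. Values are log2 units above the array mean. Each point is a mouse, open circles are the 2 mINDY-KO arrays of lowest median signal, and each bar is the mean ± SD over all 5 mice. The vertical axes differ between panels and do not start at 0. The open circles lie above all other mice in each panel, at 3.84 for complex I, and the other mINDY-KO mice lie within the range of the WT mice.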

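Other gene groups shown in Fig. 4C had smaller mean differences between mINDY-KO and WT adrenals or fewer measured genes, and none of their lists passed the test. Of 15 measured genes of the tricarboxylic acid cycle, 12 were higher in mINDY-KO mice, with a mean of 0.053 (camera, adjusted p = 0.0916, and adjusted p = 0.503 with an estimated correlation). Sdhb, a subunit of succinate dehydrogenase, was at 0.24 (standard error 0.11, adjusted p = 0.444 from limma). Of 7 genes of triacylglycerol breakdown, 6 were higher, with a mean of 0.12 (camera, adjusted p = 0.0999, and adjusted p = 0.503 with an estimated correlation). The lipase Ces1d was at 0.52 (standard error 0.20, adjusted p = 0.371 from limma) and Pnpla2, adipose triglyceride lipase, at 0.17 (standard error 0.093, adjusted p = 0.556 from limma). mINDY-KO replicate 5 stood highest for this list (mean 1.72, the other mINDY-KO mice 1.44 to 1.51 and WT mice 1.36 to 1.46), and without it the list mean was 0.074 (adjusted p = 0.171). The same mouse stood highest for the adipocyte markers (mean 0.62, the other mINDY-KO mice -0.59 to -0.19 and WT mice -0.65 to -0.25). Of 9 regulators of fatty acid metabolism, 7 were lower, with a mean of -0.074 (camera, adjusted p = 0.297, and adjusted p = 0.615 with an estimated correlation), which was -0.049 without WT replicate 1. Genes of nervous system development were lower in mINDY-KO mice for 17 of 19 measured, with a mean of -0.084 (camera, adjusted p = 0.106, and adjusted p = 0.583 with an estimated correlation). Adjusted over the list alone, 2 of them were lower. Map1b, a microtubule protein of growing axons, was at 2.15 ± 0.21 in WT and 1.75 ± 0.13 in mINDY-KO mice (SD, n = 5 each), a log2 fold change of -0.40 (standard error 0.10, adjusted p = 0.189 from limma). Dpysl3, which acts in growth cones, was at -0.32 (standard error 0.090, adjusted p = 0.216 from limma). Wnt signaling genes were lower for 21 of 29, with a mean of -0.054 (camera, adjusted p = 0.295, and adjusted p = 0.603 with an estimated correlation), and Gsk3b, a kinase of the β-catenin destruction complex, was at -0.27 (standard error 0.11, adjusted p = 0.405 from limma). No gene of the tricarboxylic acid cycle, triacylglycerol breakdown, fatty acid regulation or Wnt lists passed when adjusted over the list alone. The tricarboxylic acid cycle list passed without mINDY-KO replicate 1 (mean 0.065, adjusted p = 0.0354) and without mINDY-KO replicate 2 (0.066, adjusted p = 0.0343), over a range of adjusted p from 0.0343 to 0.689 across alternatives. The nervous system list passed without WT replicate 3 (mean -0.11, adjusted p = 0.0494), over a range from 0.0494 to 0.583.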

**Figure 5:**
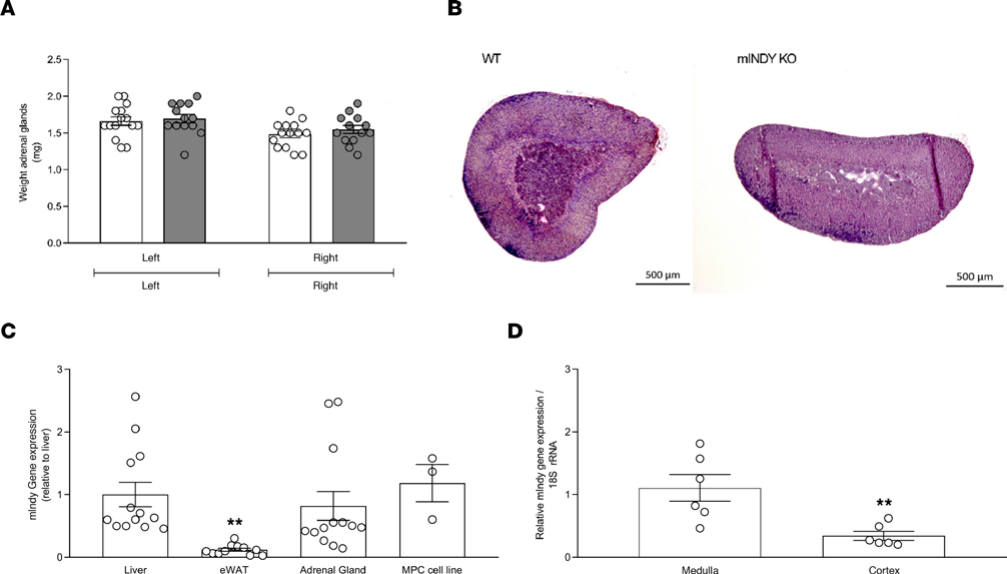
Adrenal gland weight, histology, and *Indy* gene expression. (**A**) Left and right adrenal gland weight in mINDY-KO (*n* =14–15) and WT littermate control (*n* = 13) mice. WT (left, 1.66 ± 0.057 mg; right, 1.48 ± 0.048 mg); mINDY-KO (left, 1.69 ± 0.059 mg; right 1.55 ± 0.055 mg). (**B**) Histological analysis of mINDY-KO (*n* = 3) and WT littermate control mice (*n* = 3). A representative H&E-stained section is shown per genotype. (**C**) Liver, epigonadal white adipose tissue, and adrenal gland *Indy* gene expression in WT mice (*n* = 13). (**D**) Adrenal medulla and cortex *Indy* gene expression in WT mice (*n* = 6). Significance level was determined by a 2-tailed Student’s *t* test in **A** and **D** (**P < 0.01). Significance level was determined by a 1-way ANOVA in **C** (**P < 0.01). Data represent the mean ± SEM.

**Figure 6:**
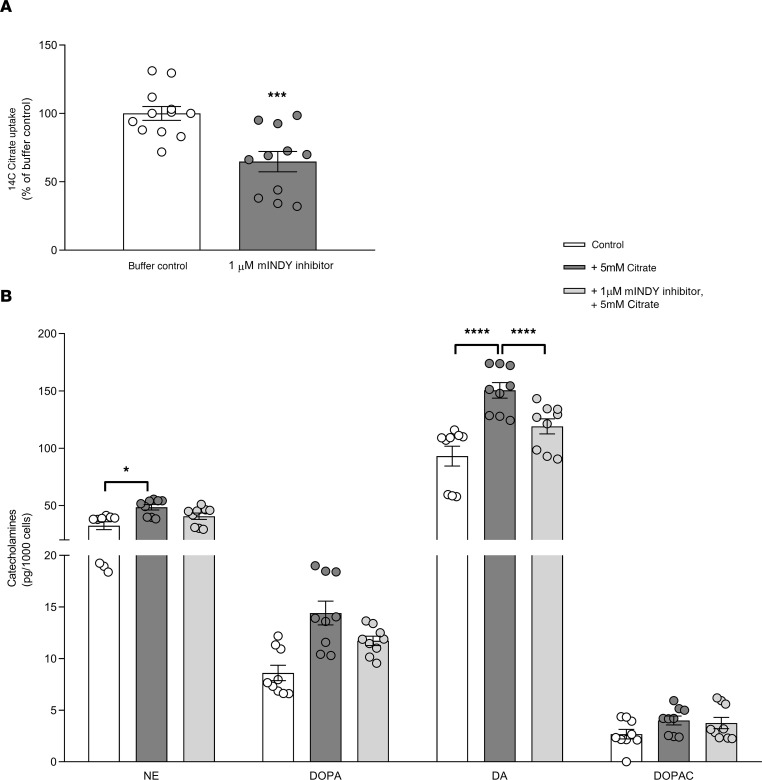
Citrate stimulation and mINDY transport inhibition affect catecholamine biosynthesis in adrenal MPC cells. (**A**) ^14^C-Citrate uptake in the pheochromocytoma cell line MPC treated for 30 minutes with and without 1 μM of the mINDY inhibitor, PF-06761281. (**B**) MPCs were treated with 5 mM sodium citrate or 1 μM PF-06761281, alone or combined, for 72 hours. Lysates were prepared for the determination of NE, 3,4-dihydroxyphenylalanine (DOPA), dopamine (DA), and 3,4-dihydroxyphenylacetic acid (DOPAC) levels. Significance level was determined by a 2-tailed Student’s *t* test in **A** (***P < 0.001). A 2-way ANOVA was performed in **B** to determine significance level between groups (*P < 0.05; ****P < 0.001). Data represent the mean ± SEM.

**Figure 7:**
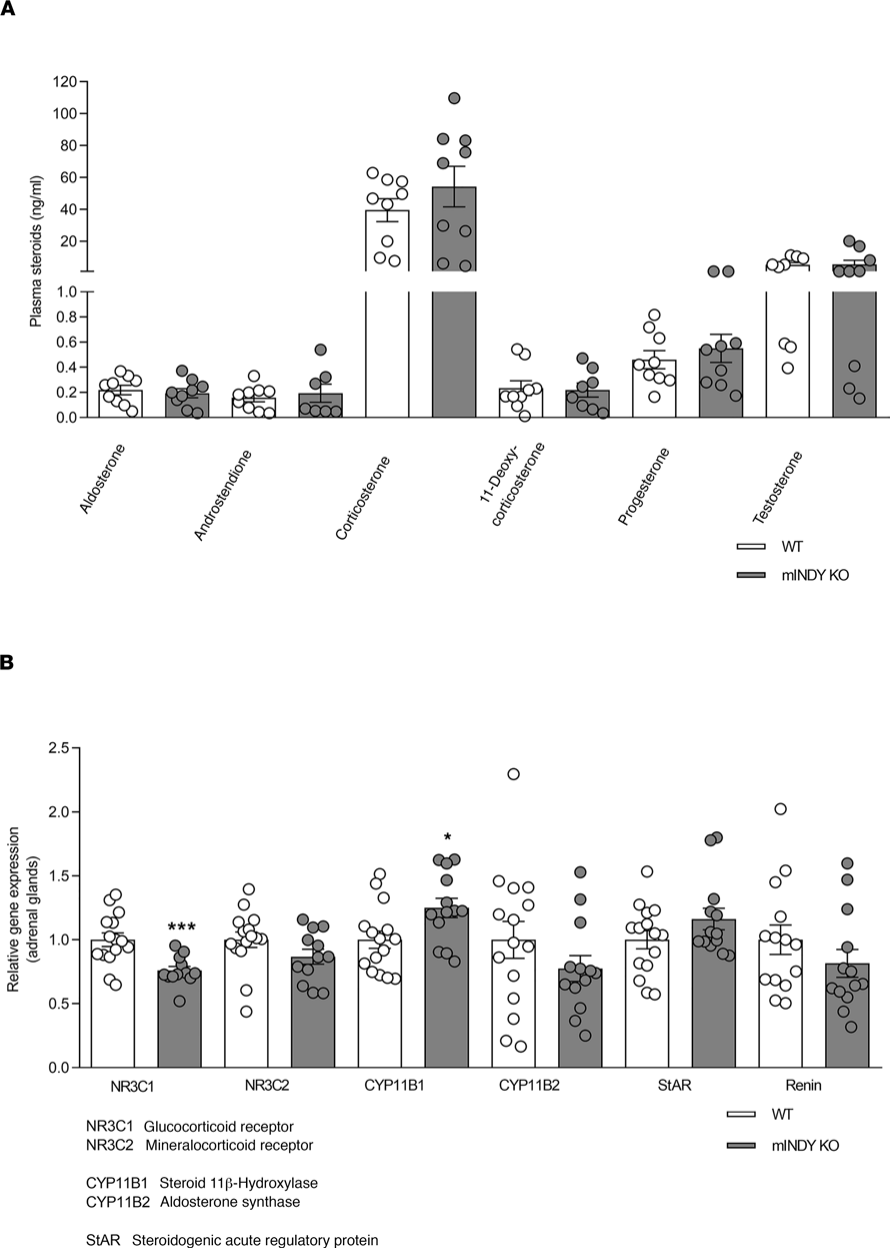
Plasma steroids and steroid hormone synthesis. (**A**) Measurement of circulating steroid hormone concentrations in mINDY-KO (*n* = 9) and WT littermate control mice (*n* = 9). (**B**) Adrenal gland gene expression analysis by RT-PCR of enzymes important for steroid hormone synthesis in mINDY-KO (*n* = 14–15) and WT littermate controls (*n* = 12–13). A 2-tailed Student’s *t* test was performed to determine significance level between groups. Data represent the mean ± SEM (*P < 0.05; ***P < 0.001).

**Table 1:**
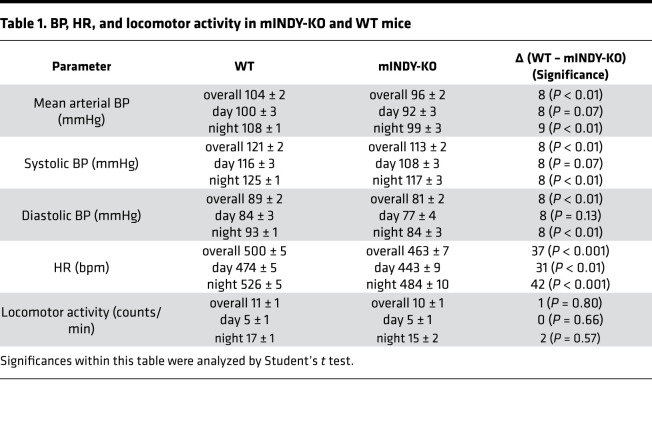
BP, HR, and locomotor activity in mINDY-KO and WT mice

## Version 1 01/25/2021

Electronic publication

# Supplementary material for: The longevity gene mIndy (I’m Not Dead, Yet) affects blood pressure through sympathoadrenal mechanisms
**Source:** JCI Insight. 2021 Jan 25;6(2):e136083. doi: 10.1172/jci.insight.136083
**Supplement:** Supplemental data

Supplemental data

Willmes et al., The longevity gene *mIndy* affects blood pressure through sympathoadrenal mechanisms.

Supplemental figures

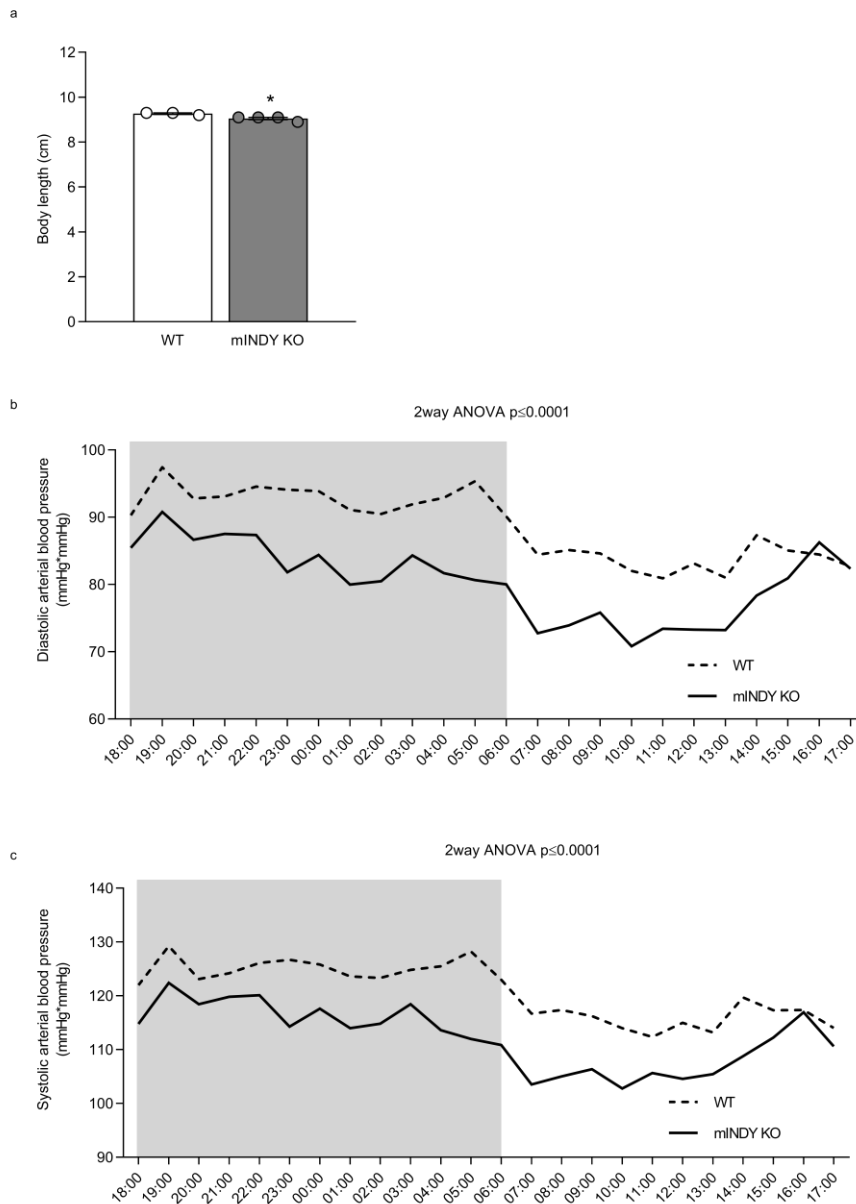

Supplementary figure 1. Body length and arterial BP of mINDY KO mice and WT littermates.

(a) Body length of mINDY KO mice and WT littermate controls (WT $n = 3$; 9.3 ± 0.03 cm; mINDY KO $n = 4$; 9.1 ± 0.05 cm) at the age of 13-14 weeks fed a regular chow diet. Results were determined by a two-sided student's ttest. Data represent the mean $\pm$ SEM ($*P < 0.05$). (b) Diastolic and (c) systolic arterial blood pressure of mINDY KO and WT littermate control mice. Results were determined by a two-way ANOVA ($***P < 0.001$).

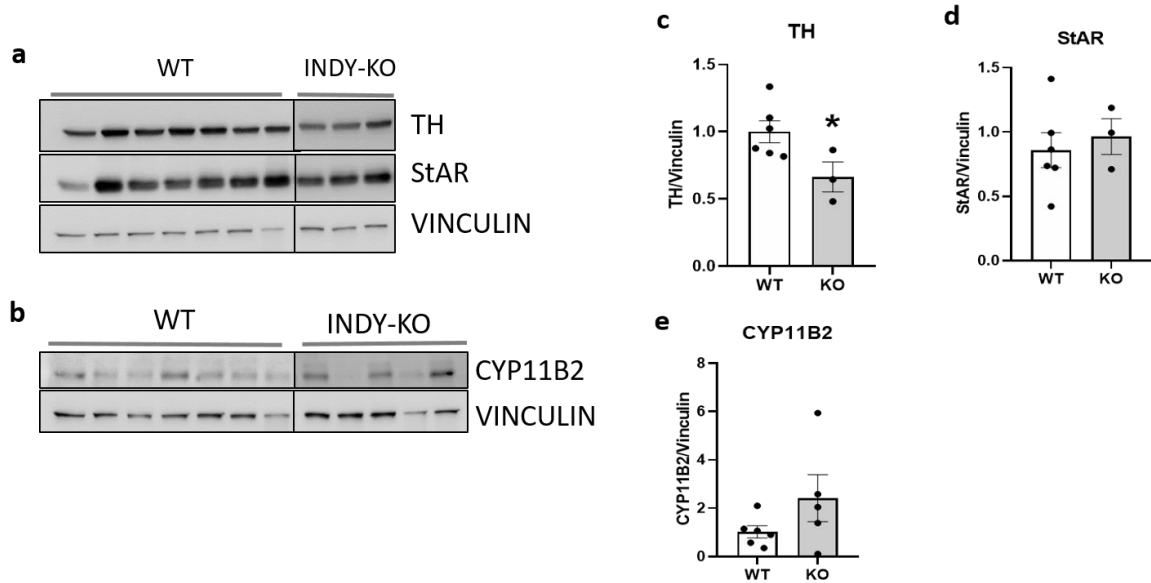

Supplementary figure 2. Western Blot analysis of TH, StAR and CYP11B2 in adrenal glands of mINDY KO mice. Protein expression by western blot analysis and quantification of TH, StAR (a, c, d) and CYP11B2 (b, e) in adrenal glands of mINDY KO ($n=3$) and WT control mice ($n=7$). Proteins were normalized to the protein expression of vinculin.

TH=tyrosine hydroxylase, StAR=steroidogenic acute regulatory protein, CY11B2=cytochrome P450 family 11 subfamily B member 2.

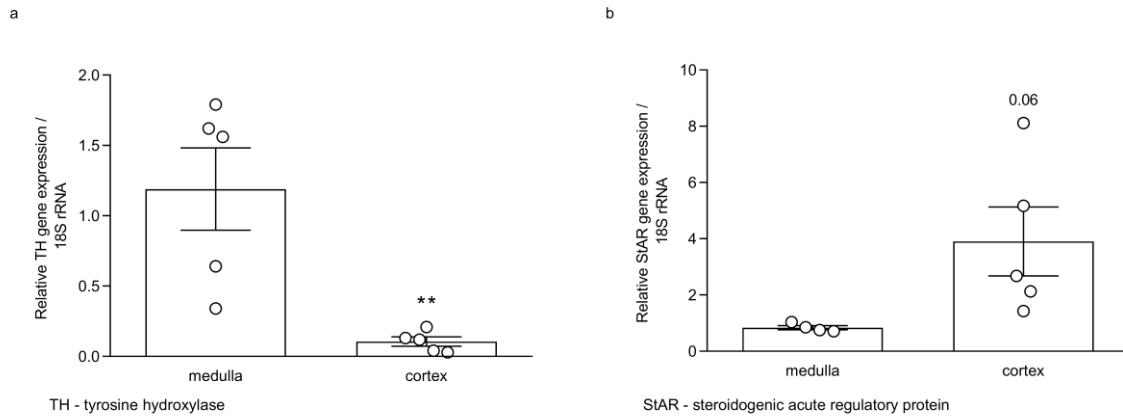

Supplementary figure 3. Confirmation of effective separation of adrenal medulla from cortex.

(a) Tyrosin hydroxylase (TH) gene expression in adrenal medulla ($n = 5$) and cortex ($n = 5$) of WT mice fed a regular chow diet. (b) Steroidogenic acute regulatory protein (StAR) gene expression in adrenal medulla ($n = 4$) and cortex ($n = 5$) of WT mice fed a regular chow diet. Results were determined by a two-sided student's ttest. Data represent the mean $\pm$ SEM (** $P < 0.01$; *** $P < 0.001$).

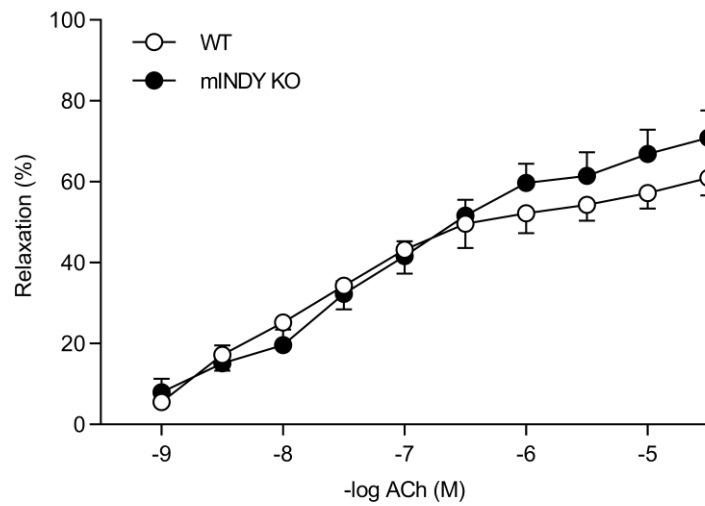

Supplementary figure 4. Endothelial function in aortae of WT and mINDY KO mice.

Endothelial function in aortae of WT ($n = 8$) and mINDY KO ($n = 8$) mice. Endothelial function was assessed using cumulative increasing concentrations of acetylcholine (ACh) in phenylephrine-precontracted aortic rings. Data represent the mean $\pm$ SEM.

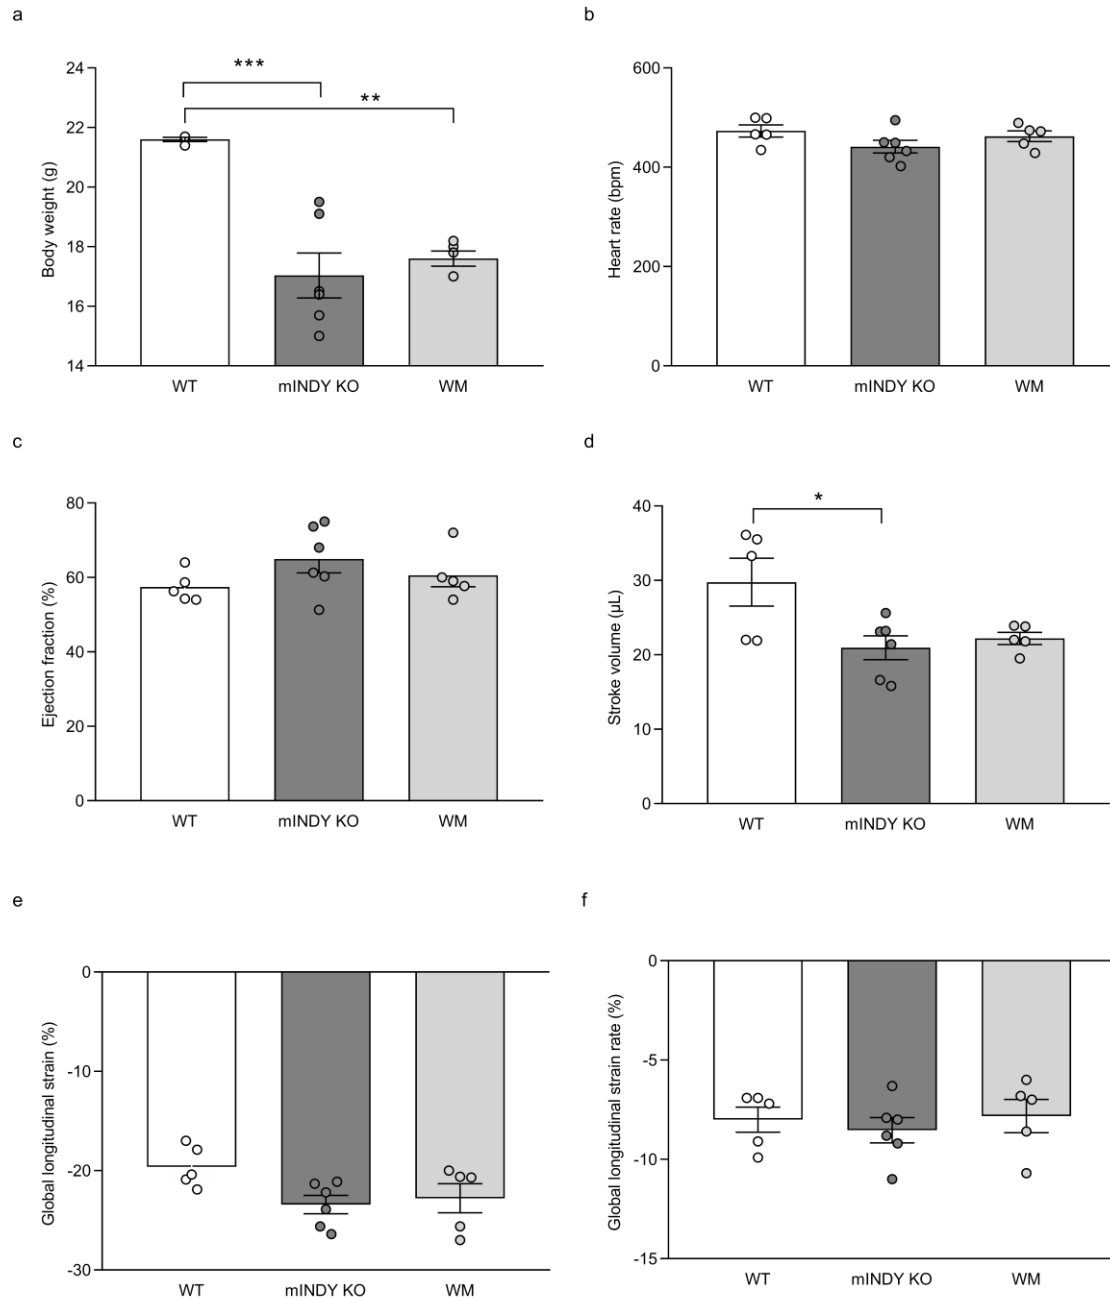

Supplementary figure 5. Cardiac parameters in mINDY KO mice, WT littermate controls, and weight-matched (WM) control mice.

Cardiac parameters in mINDY KO ($n = 6$), WT littermate controls ($n = 5$), and weight-matched WT mice ($n = 5$) were measured by echocardiography and MRI. (a) Body weight was measured in all three groups prior to experiment. (b) Heart rate was kept similar in all three groups of mice under anesthesia. (c) Ejection fraction is presented as % and (d) stroke volume as volume of blood pumped from the left ventricle per heartbeat. (e) Global longitudinal strain and (f) global longitudinal strain rate are presented as %. Significance level was determined by one-way ANOVA. Data represent the mean $\pm$ SEM (* $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$).

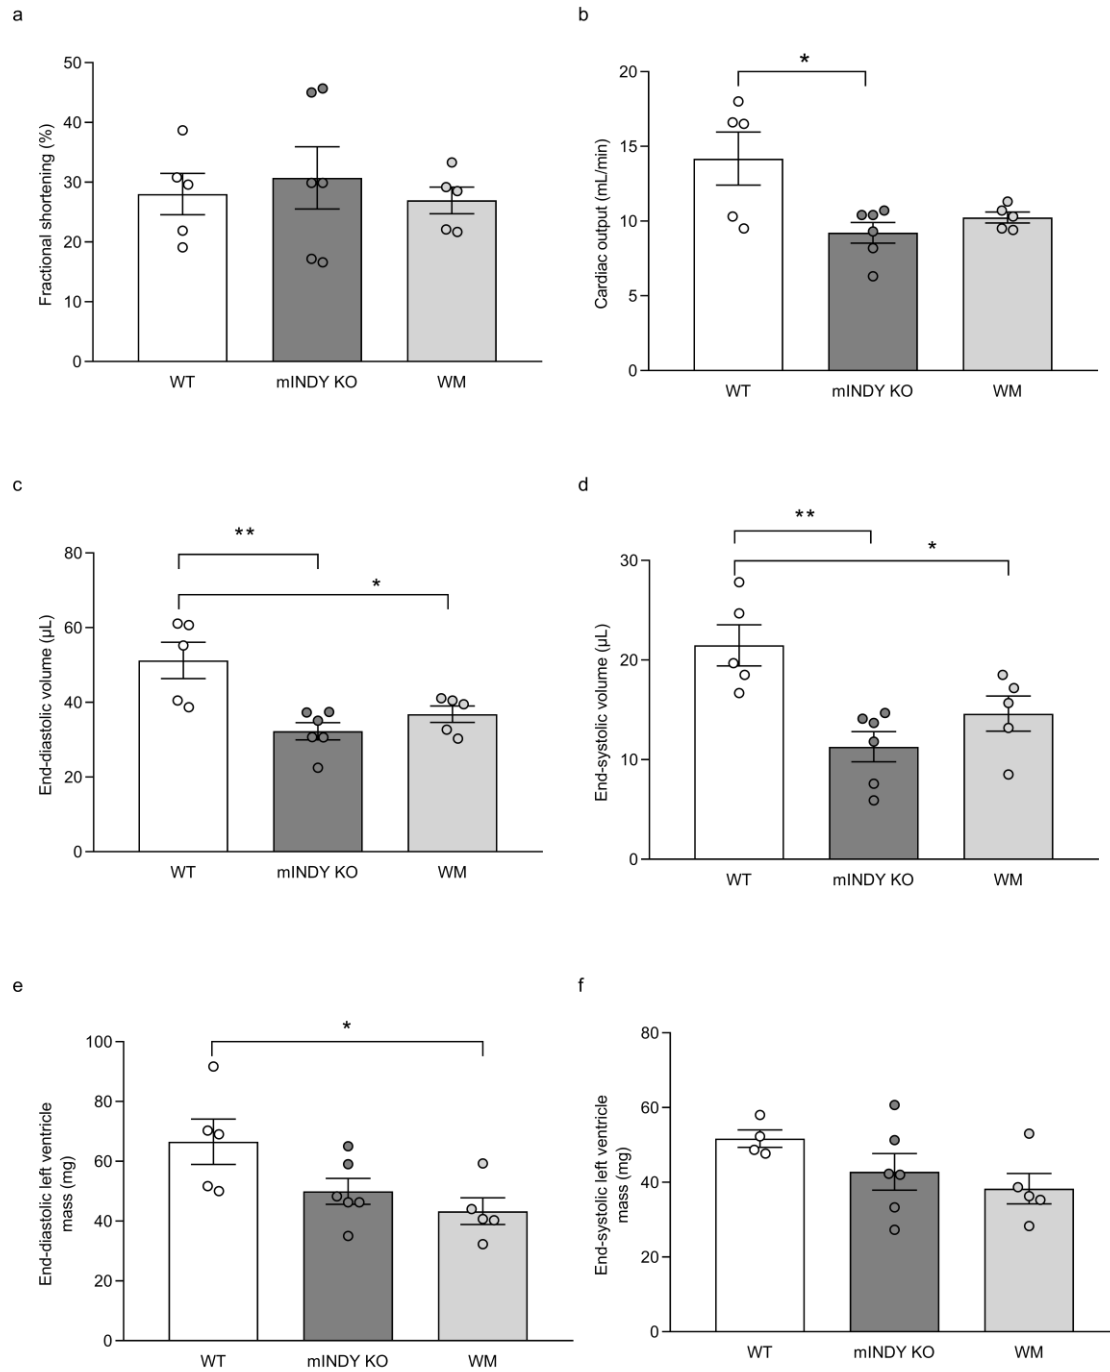

Supplementary figure 6. Additional cardiac parameters of mINDY KO mice and WT littermate controls and weight-matched (WM) control mice.

Cardiac parameters of mINDY KO ($n = 6$) and WT littermate controls ($n = 5$) and weight-matched WT mice ($n = 5$) were measured by echocardiography and MRI. **(a)** Fractional shortening, **(b)** cardiac output, **(c)** end-diastolic and **(d)** end-systolic volume, **(e)** end-diastolic and **(f)** end-systolic left ventricle mass. Results were determined by a one-way ANOVA. Data represent the mean $\pm$ SEM (* $P < 0.05$; ** $P < 0.01$).

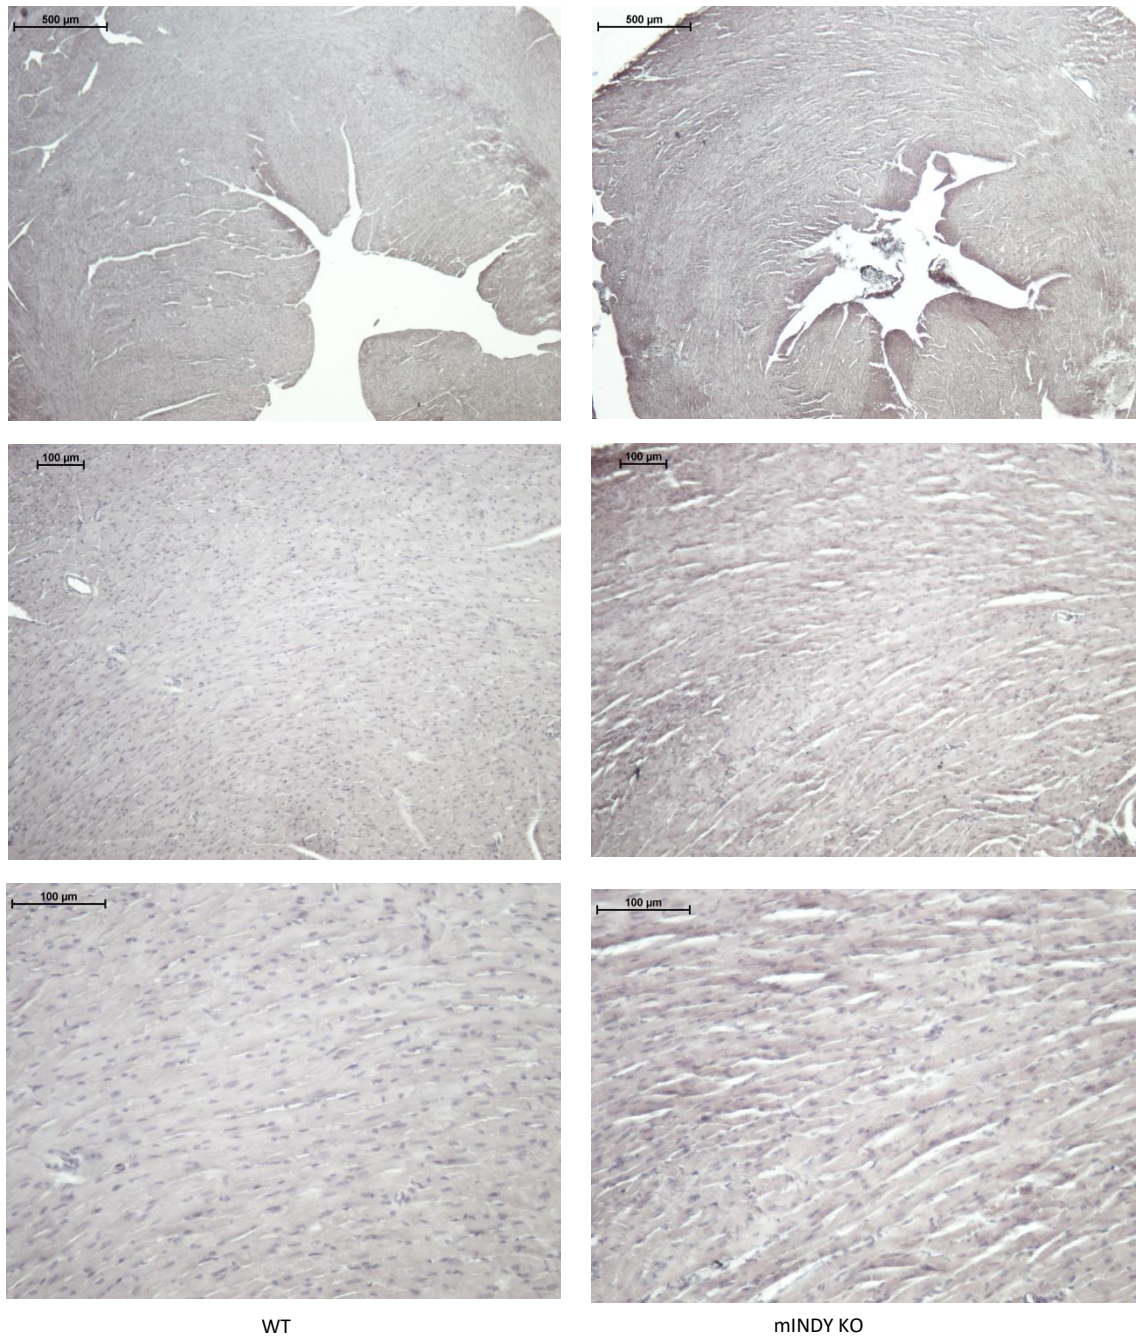

Supplementary figure 7. Heart morphological structure of WT and INDY KO mice.

Analysis of heart morphological structure by H&E staining of mINDY KO and WT littermate controls fed a regular chow diet. Shown are representative microscopy staining pictures of both genotypes, three magnifications (10x, 20x, 40x) each.

Supplemental tables

Supplementary Table 1. Characterization of aortic diameter and function.

Summarized characterization of aortic diameter, vessel tone and relaxation in aortae of mINDY KO ($n = 7$) and WT littermate control mice ($n = 7$). Data represent the mean $\pm$ SEM. (KPSS: potassium enriched physiological saline solution (123 mM K⁺), L-NMMA: L-N- monomethyl-arginine; unpaired T-test).

Parameter	mINDY KO	WT	Significance
Diameter (μ m)	618 $\pm$ 25	667 $\pm$ 22	n.s.
Vessel tone (mN/mm)			
- KPSS	0.91 $\pm$ 0.06	0.98 $\pm$ 0.08	n.s.
- Phenylephrine	0.84 $\pm$ 0.09	0.82 $\pm$ 0.10	n.s.
- Phenylephrine +<br>L-NMMA	1.69 $\pm$ 0.16	1.59 $\pm$ 0.14	n.s.
Relaxation (%)			
- Acetylcholine	71 $\pm$ 7	61 $\pm$ 5	n.s.
- Acetylcholine in presence<br>of L-NMMA	3 $\pm$ 5	4 $\pm$ 4	n.s.
- Sodium-nitroprusside	106 $\pm$ 3	102 $\pm$ 2	n.s.

Supplemental Methods

Microarray analysis

RNA was extracted from mouse adrenals (mINDY KO, $n = 5$; WT, $n = 6$; normal chow diet) using the Trizol reagent (Invitrogen, Carlsbad CA) according to standard protocols. RNA quality and quantity were determined using the Agilent RNA6000 Bioanalyzer chip. Five-hundred ng total RNA was labeled and hybridized to Illumina BD-202-0202 expression bead chips using standard Illumina protocols. Following standard post-hybridization rinses, blocking and staining, the fluorescent hybridization signal was quantified on an Illumina iScan scanner and analyzed using Illumina Genome Studio Software (v 2011.1, Gene expression module 1.9.0). Raw microarray data were subjected to Z-normalization; individual genes with Z ratio > 1.5 in both directions, ANOVA P value < 0.05 , and false discovery rate < 0.30 were considered significantly changed as described (1, 2). 

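Few single genes separated mINDY-KO from WT adrenals. Gpihbp1, which anchors lipoprotein lipase to the capillary wall, rose from 1.46 ± 0.18 to 2.18 ± 0.12 log2 units above the array mean (SD, n = 5 mice each). Its log2 fold change was 0.72 (standard error 0.092, adjusted p = 0.0204 from limma), and all 5 mINDY-KO mice lay above every WT mouse. Aldh1a7, an aldehyde dehydrogenase, fell from 1.92 ± 0.35 to 0.42 ± 0.54 (SD, n = 5 each), a log2 fold change of -1.50 (standard error 0.22, adjusted p = 0.0483 from limma), with 5 of 5 mINDY-KO mice below every WT mouse. Its close paralog Aldh1a1, a retinaldehyde dehydrogenase whose transcript could bind the same probes, was at -1.65 (standard error 0.30, adjusted p = 0.118 from limma). Of 13341 probes tested with limma, 2 passed, 1 higher and 1 lower in mINDY-KO mice, and 1459 had an unadjusted p under 0.05, 572 higher and 887 lower. Among the genes of smallest p that did not pass, Adh1, an alcohol dehydrogenase, was at 1.40 (standard error 0.25, adjusted p = 0.118 from limma), and Dnmt3l, a cofactor of DNA methyltransferases, at 1.50 (standard error 0.30, adjusted p = 0.133 from limma). Nfu1, an iron-sulfur cluster protein of mitochondria, was at 0.43 (adjusted p = 0.118 from limma) and Cirbp, a cold-inducible RNA-binding protein, at 0.60 (adjusted p = 0.129 from limma). On the lower side stood Acan, a cartilage proteoglycan, at -0.80 (adjusted p = 0.0597 from limma), the cyclin Ccnd2 at -0.55 (adjusted p = 0.118 from limma) and the corepressor Tle2 at -0.41 (adjusted p = 0.133 from limma). For 275 probes, 2.06%, the 2 groups of mice did not overlap, against 0.794% given by chance on average. Probes vary together, and the spread of this share over other splits of the mice was not computed, so the gap was not tested. At the thresholds of the supplement for the Z ratio, the p-value and the false discovery rate, 111 probes were called, 37 higher and 74 lower. All of these calls lay just under the limit of 0.3, at false discovery rates from 0.292 to 0.298. At such rates about 30% of the calls are false on average where the assumptions of the test hold. This is not an upper limit, and the share can be higher where probes vary together. The Z ratio was taken as the difference of the group means of the Z scores divided by the SD of all such differences. With quantile normalization this split was 58 higher and 60 lower, and with neqc 49 higher and 55 lower. The count with limma was 0 without WT replicate 1, 2, 3 or 5 or mINDY-KO replicate 1 or 3, 1 without mINDY-KO replicate 5 and 14 without mINDY-KO replicate 2. That at the thresholds of the supplement was 0 without WT replicate 2 or mINDY-KO replicate 5, 1 without WT replicate 1 or 3 or mINDY-KO replicate 3, 2 without mINDY-KO replicate 4 and 51 without WT replicate 5. The call of Gpihbp1 was lost without WT replicate 1, 2, 3 or 5 (adjusted p = 0.0564, 0.113, 0.0678 and 0.100 from limma) and without mINDY-KO replicate 1 or 3 (adjusted p = 0.0952 and 0.116), while its log2 fold change stayed between 0.66 and 0.84 across alternatives (adjusted p from 0.00507 to 0.163). That of Aldh1a7 was lost without WT replicate 1, 2, 3 or 5 (adjusted p = 0.109, 0.161, 0.0942 and 0.104 from limma) and without mINDY-KO replicate 1, 3 or 5 (adjusted p = 0.121, 0.176 and 0.194), with log2 fold changes from -1.87 to -1.36 across alternatives (adjusted p from 0.0105 to 0.205).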

Gene Ontology analysis and parametric analysis of gene set enrichment (PAGE) method were conducted using tools that are part of DIANE 6.0 software (http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf) (3). For each Z (pathway), a p value was computed in JMP 6.0 to test for the significance of the Z score obtained.

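Among Reactome pathways, sets of respiration, mitochondrial translation and proteasomal degradation were higher in mINDY-KO than in WT adrenals. Respiratory electron transport had a mean log2 fold change of 0.12 over 58 genes (camera, adjusted p = 8.70e-07, and adjusted p = 0.737 with an estimated correlation), and mitochondrial translation elongation one of 0.091 over 73 genes (camera, adjusted p = 8.70e-07, and adjusted p = 0.380 with an estimated correlation). Regulation of ornithine decarboxylase, a set made up largely of proteasome subunits, had a mean of 0.098 over 43 genes (camera, adjusted p = 4.06e-05, and adjusted p = 0.289 with an estimated correlation). Of 1002 sets with 5 to 300 measured genes, 111 passed, 107 higher and 4 lower. Among the sets that were lower, transcription regulated by the SMAD2 or SMAD3 and SMAD4 heterotrimer had a mean of -0.11 over 16 genes (camera, adjusted p = 0.0257, and adjusted p = 0.719 with an estimated correlation). With an estimated correlation 0 sets passed and 105 had an unadjusted p under 0.05, the lowest adjusted p being 0.289. Parametric analysis of gene set enrichment sets the mean log2 fold change of a gene set against that of all genes and divides by the SD of all genes over the square root of the number of genes in the set. It takes genes as independent, so the error given beside each Z score here is its standard error from the spread between mice. The gene sets were lists of known members of each pathway, not the Gene Ontology sets of the study. The Z score was -2.58 for the catecholamine synthesis enzymes (error 2.68), -2.28 for nervous system development (error 1.33) and -1.58 for Wnt signaling (error 1.17). It was 4.83 for complex I (error 4.06), 2.86 for complex III (error 1.86), 4.03 for the ATP synthase (error 2.43) and 1.99 for the tricarboxylic acid cycle (error 0.77). Cholesterol synthesis reached 1.05 (error 0.68) and regulation of fatty acid metabolism -1.33 (error 0.92). The count of Reactome sets was 53 without mINDY-KO replicate 3, 46 without mINDY-KO replicate 4 and, in a setting chosen after seeing the data, 4 without both, 0 higher and 4 lower, so that none of the higher sets passed there.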

RNA extraction, cDNA synthesis, and quantitative PCR

Total RNA was extracted from mouse adrenal glands and purified using Trizol reagent (Invitrogen) following the manufacturer's instructions (mINDY KO, $n = 12-13$; WT littermate controls, $n = 15$). First-strand cDNA was synthesized from 1 ug RNA using High-Capacity reverse transcription kit with random hexamers, according to the manufacturer's instructions (Applied Biosystems, Foster City, CA). "iTaQ™ Universal SYBR® Green Supermix" (Bio-Rad, Hercules, CA) was used for quantitative PCR reactions, and samples were analyzed on the Quant Studio 6 Flex (Applied Biosystems). Oligonucleotide sequences were as follows: TH, 5'CAAGGTTCCCTGGTTCCCAA-3' and 5'-TTGGCTCACCTGCTTGTAT-3'; DDC, 5'GGCTTACATCCGAAAGCACG-3' and 5'-

TCACTGATGTGTTCCCAGGC-3'; DBH, 5'TGCACCACATGGAGGTCTTC-3' and 5'-CCTGCCGGCCTTGTATCTTC-3'; PNMT, 5'GTAGCTGTGCGCCTTGGCTTA-3' and 5'-GACACCTCACCGGTAGCAAA-3'; MAO, 5'GCGGTACAAGGGTCTGTTCC-3' and 5'-CAGCCAATCCTGAGATGCCG-3'; COMT, 5'TGGTGGCTATTGGTTGGTTTG-3' and 5'-CCATTCGCACGGCTGAGTA-3'. The PCR reactions were performed by melting temperature analysis. The relative gene expression was calculated by the $\Delta\Delta CT$ method and normalized using the housekeeping gene HPRT. 5'ACTTCGAGAGGTCCTTTTCACC-3' and 5'-GCAAACCTTTGCTTTCCCTGG-3'. *mIndy* gene expression was measured using the quanti tect primer assay (Qiagen).

Adrenal cortex and medulla isolation

Adrenal glands were first explanted from mice, freed from surrounding fat and kept in a sterile phosphate-buffered saline (PBS) on ice. Adrenals were then put on Petri dishes in sterile ice-cold PBS and the medulla was carefully cut out of the surrounding cortex with a safety scalpel (Brown) under the dissection microscope as described previously (4-6). Only clearly visual separated medulla and cortex were collected in pre-chilled separate Eppendorf tubes containing RLT- Plus RNA extraction buffer (RNeasy Micro Kit) for further RNA isolation.

Adrenal cortex and medulla RNA extraction, cDNA synthesis, and quantitative PCR

RNA isolation was performed using RNeasy Micro Kit and reverse transcribed using iScript RT Kit (Biorad). As a marker of good separation between cortex and medulla, the expression of Star and TH genes were evaluated by Q-PCR (Syber Green; Qiagen and Roche 2.1. PCR Machine) (5). Oligonucleotide sequences were as follows: TH, 5'AAGGGCCTCTATGCTACCCA-3' and 5'GCCAGTCCGTTCCCTTCAAGA-3'; StaR, 5'TTGGGCATACTAACAACCA-3' and 5'GAAACACCTTGCCACATCT-3; 18S rRNA, 5'GTTCCGACCATAAACGATGCC-3' and 5'TGGTGGTGCCCTTCCGTCAAT-3'.

Western Blot analysis

Tissue was lysed in RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 % 599 Nonidet P-40, 0.5 % sodium deoxycholate, 0.1 % SDS) containing protease and phosphatase inhibitors (Life Technologies). 10-50 µg protein lysate was separated on 10 % SDS-PAGE gels and transferred to methanol-activated PVDF membranes using the wet electrophoretic transfer system (Bio-Rad). Membrane was blocked with 5 % BSA or milk powder in TBS/0.1 % Tween, primary antibodies were incubated at 4 °C overnight and secondary antibodies for one hour at room temperature. Peroxidase-conjugated secondary antibodies and Western Bright Chemiluminescence Substrate Sirius (Biozym) were used for protein visualization using the Fusion FX (Vilber Lourmat) and Fusion FX7 Advance imaging software. Densitometric analysis was carried out using ImageJ software (NIH). The following antibodies have been used: anti-Vincullin (Abcam, ab129002, 1:10000), anti-GAPDH (Abcam, ab8245, 1:20000), anti-StAR (Cell Signaling, 8449, 1:1000), anti-TH (Sigma Aldrich, AB152, 1:2000), anti-CYP11B2 (kindly provided by the lab of Prof. Celso E. Gomez-Sanchez, Medical Center of the University of Mississippi, USA), goat anti-rabbit IgG, HRP 615 26 conjugated (Millipore, 401353, 1:10000), goat anti-mouse IgG, HRP conjugated (Millipore, 616 401253, 1:10000). Mice were between 13 and 26 weeks of age.

Supplemental references

1. Cheadle C, Vawter MP, Freed WJ, and Becker KG. Analysis of microarray data using Z score transformation. *J Mol Diagn.* 2003;5(2):73-81.
2. Lee JS, Ward WO, Ren H, Vallanat B, Darlington GJ, Han ES, et al. Meta-analysis of gene expression in the mouse liver reveals biomarkers associated with inflammation increased early during aging. *Mech Ageing Dev.* 2012;133(7):467-78.
3. Kim SY, and Volsky DJ. PAGE: parametric analysis of gene set enrichment. *BMC Bioinformatics.* 2005;6:144.
4. Rubin de Celis MF, Garcia-Martin R, Wittig D, Valencia GD, Enikolopov G, Funk RH, et al. Multipotent glia-like stem cells mediate stress adaptation. *Stem Cells.* 2015;33(6):2037-51.
5. Fliedner SM, Breza J, Kvetnansky R, Powers JF, Tischler AS, Wesley R, et al. Tyrosine hydroxylase, chromogranin A, and steroidogenic acute regulator as markers for successful separation of human adrenal medulla. *Cell Tissue Res.* 2010;340(3):607-12.
6. Santana MM, Chung KF, Vukicevic V, Rosmaninho-Salgado J, Kanczkowski W, Cortez V, et al. Isolation, characterization, and differentiation of progenitor cells from human adult adrenal medulla. *Stem Cells Transl Med.* 2012;1(11):783-91.

How the deposited data were processed for this re-analysis (not part of the article)

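Gene expression was measured in adrenals of 5 mINDY-KO and 5 WT littermate mice on 11 single-channel Illumina bead arrays, 1 of which was a technical repeat of WT replicate 1. Genotypes and replicate numbers were taken from the sample labels.

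The authors deposited 2 tables of these arrays. The first holds the signal intensity of each probe on a linear scale and, for each signal, the detection p-value, both deposited as exported from GenomeStudio (version 2011.1 in the submitters' processing notes) with no normalization across arrays. The second holds the authors' deposited Z score of each probe. The deposited Z scores have a median of -0.53 or -0.52 on each array and equal the log10 signals minus the mean of the array, divided by its SD, with a largest difference of 0.0102 on any array, so that their scale, centring and direction are known. No table column of a sample was left unused.

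The supplement names Z-normalization, and no formula for it is given in the sources used here. Z scores were computed from the signals by the formula found above for the deposited Z scores and multiplied by 1.57, the mean over arrays of the SD of the log2 signals. The 2 arrays of WT replicate 1 were averaged before any test. A probe was kept when its detection p was under 0.05 in at least 5 of 10 mice, which left 13341 of 25697 probes. The platform annotation pairs 23978 probes with 1 gene symbol each and lists 0 with several, and 1719 probes are unnamed here. Symbols were updated through Entrez gene numbers in the RefSeq table, which changed 0 symbols and lacked the gene numbers of 16 probes. Where a gene had several probes, lists used the kept probe with the highest mean signal.

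Genotypes were compared with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes, two-sided) with Benjamini-Hochberg adjustment over the kept probes. Of 37 gene lists, which hold pathways named in the study, cell types that adrenal RNA could contain and reference genes, 33 had at least 3 measured genes and were tested with camera at a preset correlation between genes of 0.01, adjusted over these lists. Camera with an estimated correlation and fry, which tests whether the genes of a list move one way on balance, were run beside it. Reactome sets came with fgsea (version 1.28.0). A single value per mouse was compared by an exact permutation test over all 252 assignments of mice to genotypes, with 95% intervals by inversion of the test. Parametric analysis of gene set enrichment and the thresholds of the supplement (Z ratio 1.5, ANOVA p 0.05, false discovery rate 0.3) were computed as well. The Gene Ontology sets and the DIANE software of the study were not used here. Figures were drawn with matplotlib (version 3.10.9).

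The genes named in the text are the genes the study names for adrenal RNA, up to 10 genes in each direction past an adjusted p of 0.05, filled up to 5 by the smallest p where fewer passed, and up to 4 genes of each list by the smallest p. This rule, the lists, the tests and the alternatives were fixed before the data were examined, except where a setting is said to have been chosen after seeing the data. The alternatives were neqc and quantile normalization, the deposited Z scores, no detection filter and a stricter one (detection p under 0.01, 11699 probes), other treatments of the technical repeat, the replicate number as a block, array quality weights, an intensity trend, the average of all probes of a gene, other gene set tests, and leaving out each mouse in turn. The slide of each array is not given in the sources used here, so slide was not tested.

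The number of arrays limits the precision. The fit was tested on simulated data with the spread of these 13341 probes, 200 of them changed. Probes were simulated without correlation between them, so the shares need not hold for arrays on which probes vary together. The fit recovered 76.5% of those changed by 0.5 on the log2 scale, 99.0% of those changed by 1 and 100% of those changed by 2, with 6.13%, 4.35% and 4.31% false calls. In data simulated for 9302 genes without correlation between genes, camera called a list of 14 genes in 3% of 100 simulations with no shift and in 100% with a shift of 0.2. In the real data the estimated correlation was 0.51 in complex I and 0.56 in the macrophage markers, against 0.047 in fatty acid oxidation. The simulated shares need not hold for lists of such high correlation.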

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

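The tests of the arrays of lowest signal, those with brightness as a covariate, those of other splits of the mice for the supplement's thresholds, for the gene lists and for the Reactome sets, and the count of splits by the side of mINDY-KO replicates 3 and 4, were chosen only after the results were seen.

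The mean of the catecholamine enzymes was lower in mINDY-KO adrenals without passing the test, and single mice stood apart within their groups: WT replicate 1 for Ddc (3.07, the other WT mice 2.68 to 2.73) and mINDY-KO replicate 5 for Dbh (3.28, the others 2.49 to 2.71). A different share of medulla in the RNA could give such a difference, and would lower the enzymes and the 22 chromaffin cell markers alike. The enzymes minus the markers gave -0.10, with a 95% interval from -0.37 to 0.17 by exact permutation, and the interval of the markers alone, -0.27 to 0.10, also includes 0. As deviations from the genotype means, enzymes and markers went together across the 10 mice (r = 0.915, permutation p = 0.0004, and rho = 0.867, permutation p = 0.00216, the only relation computed for this pattern, with r = 0.803 without the 2 mice farthest from the median of the markers). A share of medulla and a change of the enzymes with genotype cannot be told apart with these values, since the interval of their difference includes both.

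The mitochondrial lists were higher in mINDY-KO mice, and mINDY-KO replicates 3 and 4, the arrays of lowest median signal, held the highest values. Periadrenal brown fat could raise such genes. Its 2 measured markers, Cox7a1 and Cox8b, gave a mean of -0.081 (95% interval -0.59 to 0.44 by exact permutation), too wide to decide. Both are themselves subunits of complex IV, so they cannot tell brown fat from a change of mitochondrial genes. The 6 brown and white adipocyte markers together gave 0.23 (95% interval -0.018 to 0.48, exact permutation p = 0.0635), so that fat in the RNA was not excluded by this interval. Mouse by mouse the 4 adipocyte markers other than Cox7a1 and Cox8b do not follow the mitochondrial genes. mINDY-KO replicate 5, the highest for these 4 (0.62, the other mINDY-KO mice -0.59 to -0.19), had the lowest mitochondrial mean of its group (3.75). It was also the lowest of its group for the brown markers (1.29). mINDY-KO replicate 4 had the highest mitochondrial mean (4.11). It had the lowest value of its group for the 4 adipocyte markers (-0.59) and the highest for the brown ones (2.44). These rows run against fat that carries the 4 adipocyte markers. Ucp1 was detected in 0 of 10 mice, and the 2 brown markers are too few to decide on brown fat. For the low signal of these arrays as the cause, the 65 genes gave -0.026 without both (95% interval -0.15 to 0.097, exact permutation p = 0.571 with 3 mINDY-KO and 5 WT mice), while among the other 8 mice the same mean had r = 0.063 with the median signal (exact permutation p = 0.889, and rho = 0.084, exact permutation p = 0.851, with r = 0.32 without the 2 mice farthest from the median). mINDY-KO replicates 3 and 4 have 1 array each, so the array and the mouse cannot be told apart. Each array was also divided by its own SD, and a low SD raises genes far above the array mean. The SD of the log2 signals was 1.51 on mINDY-KO replicate 3 and 1.44 on replicate 4. It was 1.64 on mINDY-KO replicate 1 and 1.67 on replicate 2. WT replicate 1, with 1.53 and 1.51 on its 2 arrays, had a mitochondrial mean of only 3.77. The effect of this scaling was not tested. A difference with genotype that appears in only some mINDY-KO mice stays open and untested.

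Other splits of the 10 mice into 5 and 5, 100 drawn from 126 with the real one included, bear on chance as the source of the counts. At least as many probes past the limma threshold as the real 2 came from 2 splits, the real one included (highest other 4). At least as many past the supplement's thresholds as the real 111 came from 3 splits (highest other 455). Both shares are under 0.05 of all splits drawn, the limit set for chance. Each of these splits put mINDY-KO replicates 3 and 4 on the same side, so the splits that part them lower the share without being alike. Among the 43 splits that keep them together, the real one included, 2 reached the limma count (a share of 0.047). The count at the supplement's thresholds was reached by 3 of them (0.070). Among these, chance was not excluded for the latter count, and for the limma count the share lies close to the limit. The split with 455 can point to a structure of the samples other than genotype. At least as many lists as the real 8 came from 31 splits (highest other 16), and at least as many Reactome sets as the real 111 from 5 splits (highest other 127), so chance was not excluded for these. The 42 other splits that put mINDY-KO replicates 3 and 4 on the same side gave a median of 8 lists and 82.5 Reactome sets, and the 57 that parted them 3 lists and 0 sets.

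In 86 groups of 5 mice examined for a mouse that stands apart, 5 were found, against 4.3 given by chance, including the values of Ddc and Dbh above. WT replicate 3 was low for complex IV (3.81, the other WT mice 3.97 to 4.03). mINDY-KO replicate 5 was high for triacylglycerol breakdown (1.72, the others 1.44 to 1.51). WT replicate 5 was high for Wnt signaling (0.86, the others 0.80 to 0.81).

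Signals appeared in genes that the paper does not discuss. Macrophage markers rose as a list, with a mean of 0.20 (camera, adjusted p = 2.49e-05, and adjusted p = 0.529 with an estimated correlation), which was 0.13 without WT replicate 1, and the interval of their mean includes 0 (95% interval -0.053 to 0.46 per mouse, exact permutation p = 0.0952). Fatty acid oxidation genes rose as a list, with a mean of 0.10 (camera, adjusted p = 0.00848, and adjusted p = 0.503 with an estimated correlation). Their interval per mouse lay above 0 (95% interval 0.0051 to 0.19, exact permutation p = 0.0397). Adjusted over the 36 lists, a step chosen after seeing the data, this permutation p was 0.413. The list lost the call without mINDY-KO replicate 3 (mean 0.088), 4 (0.089) or both (0.067), with neqc (0.099), with quantile normalization (0.081), with brightness as a covariate (0.087) and with fry. Genes that make tetrahydrobiopterin, the cofactor of tyrosine hydroxylase, rose as a list, with a mean of 0.12 (camera, adjusted p = 0.0166, and adjusted p = 0.503 with an estimated correlation), and lost the call without WT replicate 3 (mean 0.082), mINDY-KO replicate 3 (0.11), mINDY-KO replicate 4 (0.11) or both of the latter (0.096), with neqc (0.16), with brightness as a covariate (0.11) and with fry. Adipocyte markers rose as a list, with a mean of 0.38 (camera, adjusted p = 0.0347, and adjusted p = 0.560 with an estimated correlation), and lost the call without mINDY-KO replicate 5 (mean 0.20), mINDY-KO replicate 3 (0.41), WT replicate 3 (0.34) or WT replicate 5 (0.36), with neqc (0.80), with quantile normalization (0.39), with brightness as a covariate (0.44) and with fry, and the interval of their mean includes 0 (95% interval -0.023 to 0.84 per mouse, exact permutation p = 0.0794). Gpihbp1 was the gene of smallest p, at 0.72.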

How the results depend on the processing

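The settings that drop mINDY-KO replicates 3 and 4 together or use array brightness as a covariate, and the Reactome test with an estimated correlation, were chosen only after the results were seen. The cause was not tested for any difference below. The count of probes past the limma threshold, 2, became 0 with neqc, 1 with the deposited Z scores, 0 with no detection filter, 8 with the 6 WT arrays as 6 samples, 0 without mINDY-KO replicates 3 and 4, 1 with brightness as a covariate, and 1383 (unadjusted) or 0 (adjusted) by the methods' t-test, and 0 to 14 without 1 mouse. The count past the supplement's thresholds, 111, became 63 with the deposited Z scores, 0 with no detection filter, 591 with 6 WT arrays, 0 and 1 with only the first or second array of WT replicate 1, 2 without mINDY-KO replicates 3 and 4, and 0 to 98 without 1 mouse. Replicate numbers do not pair the mice (correlations of same-numbered deviations -0.30 to -0.11, with 0 of 5 correlating best with its own number), and with the replicate number as a block the counts were 1 and 0 and the chromaffin marker list passed (-0.082). That list also passed with quantile normalization (-0.091), no filter (-0.062), 6 WT arrays (-0.12) and all probes of a gene averaged (-0.088), with -0.13 to -0.032 without 1 mouse. Without 1 mouse the catecholamine enzyme list ranged from -0.28 to -0.090 and the steroid list from 0.033 to 0.079; the steroid list was 0.068 (passing) for averaged probes and -0.0014 without mINDY-KO replicates 3 and 4. The difference in the mean of Star and the 5 enzymes was -0.037 there and -0.0014 to 0.10 without 1 mouse. Complex I, complex III and ATP synthase missed the threshold with neqc (0.062, 0.065, 0.10), quantile normalization (0.051, 0.064, 0.091), brightness as a covariate (0.051, 0.079, 0.088) and, at 0.097, 0.13, 0.13, with an estimated correlation and with fry. Without mINDY-KO replicates 3 and 4 they reversed (-0.044, -0.017, -0.0051), as did complex IV (-0.0057). Without 1 mouse they ranged from 0.044 to 0.14, 0.073 to 0.17 and 0.076 to 0.17, the tricarboxylic acid cycle from 0.040 to 0.069 and nervous system development from -0.11 to -0.065. The other lists past the threshold, 5, became 1 with neqc, 2 with quantile normalization, 2 without mINDY-KO replicates 3 and 4, 1 with brightness as a covariate, 0 with an estimated correlation, 0 with fry and 1 to 6 without 1 mouse. The Reactome count, 111, became 43 with neqc, 46 with quantile normalization, 4 without mINDY-KO replicates 3 and 4, 51 with brightness as a covariate, 0 with an estimated correlation and 46 to 123 without 1 mouse. Catecholamine degradation, cholesterol synthesis, Wnt signaling and the mean of the enzymes per mouse kept their direction and side of the threshold in every setting run. No setting moved the median of all probes by over 0.1. Slide was not run, as no slide is given in the sources used here. Signal over background limits what can be read of Slc13a5, Maoa and Nr3c1, which were not detected in any mouse.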

Differences from the paper's values

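The gene lists here are not the Gene Ontology sets behind Fig. 4C, and each Z score computed here has its standard error from the spread between mice. The paper's Z score of catecholamine biosynthesis is about -5.4 in Fig. 4C, read by eye, and that of the 4 enzymes here was -2.58 (error 2.68). Fig. 4C counts 6 WT samples, while this value rests on 5 WT mice. With the 6 WT arrays as 6 samples it was -3.32 (error 2.48). Since this set gives the paper's leading result, values over 1.5 times apart are counted as different whether or not their gap is within the error. Both Z scores come from the same arrays, so the error between mice does not measure a gap made by gene sets or processing. The Z score also grows with the number of genes, and the size of the paper's set is not known here. The counts below therefore describe the gap and do not test it. Of 20 alternatives set before the data were examined, 1, without mINDY-KO replicate 5 (-3.79, error 2.49), does not differ, and 19 do differ. In 9 of the latter the gap to the paper's value is within the error (quantile normalization, no detection filter, 6 WT arrays, all probes of a gene averaged, and without WT replicate 3, 4 or 5 or mINDY-KO replicate 3 or 4), and in 10, as with all mice, it is beyond the error. The Z score was -3.79 to -1.16 over all 20, the value nearest 0 being that without WT replicate 1. The paper's Z score of sterol metabolism is about 2.1 in Fig. 4C, read by eye, and that of cholesterol synthesis here was 1.05 (error 0.68), with 0.45 to 1.34 over the 20 alternatives, all of which differ. The paper's Z score of the regulation of fatty acid metabolism is about 2.2 in Fig. 4C, read by eye, and that of the list here was -1.33 (error 0.92), with -1.93 to -0.78 over the 20 alternatives, all of which differ.

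For the other gene sets of Fig. 4C that were computed, the directions here and in the paper match, with triacylglycerol breakdown, complexes I and III, the ATP synthase and the tricarboxylic acid cycle above 0 and nervous system development and Wnt signaling below 0. In size, by a gap beyond the error, the tricarboxylic acid cycle differed from the paper under 11 of 20 alternatives and Wnt signaling under 9. Triacylglycerol breakdown, complex III, the ATP synthase and nervous system development differed under 2 each, and complex I under 0. The paper states that catecholamine biosynthesis expression was lower in mINDY-KO adrenals. Beside the gene sets of the arrays, it rests this on RT-PCR, in larger groups of mice, in which all 4 enzymes were significantly reduced. It also reports less TH protein. The array values here bear on the gene set result only. Here the enzyme list had a mean of -0.19 and did not pass with camera (adjusted p = 0.149), and among 24 alternatives it passed only without mINDY-KO replicate 5 (mean -0.28), although all 4 enzymes had lower means. The paper finds a high level of mIndy expression in adrenal tissue by RT-PCR in other samples, while the Slc13a5 probe here was not above background on any of the 11 arrays.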

Other observations

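Rdh9 and Il1b were chosen only after their values were seen, as were the setting without mINDY-KO replicates 3 and 4 and the adjustment of the permutation tests over the lists.

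Markers of macrophages, which include genes of antigen presentation, were higher in mINDY-KO adrenals for all 13 measured, none past the test adjusted over all probes or adjusted over the list alone. H2-Aa, a chain of MHC class II, was at 3.24 ± 0.26 log2 units above the array mean in WT and 3.62 ± 0.20 in mINDY-KO mice (SD, n = 5 each), a log2 fold change of 0.38 (standard error 0.12, adjusted p = 0.297 from limma). H2-Ab1 was at 0.28 (standard error 0.12), Fcer1g, an Fc receptor chain, at 0.21 (standard error 0.094), and the cytokine Il1b at 0.47 (standard error 0.10, adjusted p = 0.157 from limma). Among 24 alternatives (adjusted p from 2.26e-08 to 0.529) the list lost its call with an estimated correlation, which was 0.56, and with fry. Only these allow for such correlation between its genes. The other 22 use the preset correlation of 0.01, so the calls kept there do not bear on it. The list kept its call without mINDY-KO replicates 3 and 4 (mean 0.20) and without WT replicate 1, where its mean shrank to 0.13. Of 5 lymphocyte markers, 4 were higher, with a mean of 0.074 (camera, adjusted p = 0.202), which was 0.013 without mINDY-KO replicate 1, 0.028 without WT replicate 1 and 0.12 without mINDY-KO replicate 5.

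Among the 7 measured genes of tetrahydrobiopterin synthesis, all were higher in mINDY-KO mice, and 1 passed adjusted over the list alone. This was Gch1, the rate-limiting enzyme, at 3.66 ± 0.12 in WT and 4.06 ± 0.16 in mINDY-KO mice (SD, n = 5 each), a log2 fold change of 0.40 (standard error 0.088, adjusted p = 0.157 from limma). The mean of these genes was higher in every mINDY-KO mouse than in every WT mouse (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 mice allow, and adjusted p = 0.286 over the 36 lists), and mINDY-KO replicates 3 and 4, the arrays of lowest signal, held the highest means (1.93 and 1.94). Of 15 fatty acid oxidation genes, 11 were higher, and 2 passed adjusted over the list alone: Hadhb at 0.25 (standard error 0.074, adjusted p = 0.234 from limma) and Echs1 at 0.27 (standard error 0.081, adjusted p = 0.242 from limma), both enzymes of mitochondrial β-oxidation.

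All 4 measured adipocyte markers were higher, and 2 passed adjusted over the list alone, Car3 at 0.74 (standard error 0.26, adjusted p = 0.328 from limma) and Adipoq, adiponectin, at 0.70 (standard error 0.26, adjusted p = 0.348 from limma). mINDY-KO replicate 5 stood highest (mean 0.62), the other mINDY-KO mice lay from -0.59 to -0.19 and WT mice from -0.65 to -0.25.

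Rdh9, of the retinol dehydrogenase family, was at 0.60 (standard error 0.12, adjusted p = 0.133 from limma) and did not pass. Nr2f2, a nuclear receptor, was at -0.61 (standard error 0.12, adjusted p = 0.133 from limma) and was the only marker of fibroblasts and capsule to pass adjusted over the list alone, while the 10 markers measured had a mean of -0.0028 and a median of 0.063, which differ in sign (camera, adjusted p = 0.664; mean from -0.023 without WT replicate 5 to 0.017 without WT replicate 4).

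Markers of the zona glomerulosa were lower for 7 of 8, with a mean of -0.13 (camera, adjusted p = 0.149), which was -0.059 without WT replicate 3 and -0.17, passing, without WT replicate 1 (adjusted p = 0.0422), and Shh, made by cells under the capsule, at -0.38 (standard error 0.12, adjusted p = 0.256 from limma) was lower adjusted over the list alone. The 3 measured markers of the zona fasciculata had a mean of 0.16 (camera, adjusted p = 0.152), which was 0.089 without mINDY-KO replicate 4 and 0.24, passing, without mINDY-KO replicate 2 (adjusted p = 0.0343), with the corticotropin receptor Mc2r at 0.22 (standard error 0.095, adjusted p = 0.421 from limma). The 3 measured genes of catecholamine degradation had a mean of -0.037 (camera, adjusted p = 0.695; from -0.065 without mINDY-KO replicate 4 to -0.0042 without mINDY-KO replicate 5), with Maob at -0.15 (standard error 0.091, adjusted p = 0.591 from limma), while Maoa was not detected in any mouse. Genes of citrate transport and use had a mean of 0.017 over 7 (adjusted p = 0.664; from -0.014 without WT replicate 3 to 0.042 without WT replicate 1), endothelial markers -0.057 over 12 (adjusted p = 0.308; from -0.071 without mINDY-KO replicate 3 to -0.036 without mINDY-KO replicate 5), Schwann and glial markers 0.020 over 3 (adjusted p = 0.664; from -0.0038 without mINDY-KO replicate 1 to 0.050 without WT replicate 1) and erythroid markers -0.061 over 4 (adjusted p = 0.714; from -0.14 without WT replicate 3 to 0.012 without WT replicate 2), all by camera. Circadian clock genes had a mean of -0.045 over 13 (adjusted p = 0.664; from -0.061 without mINDY-KO replicate 2 to -0.022 without mINDY-KO replicate 1), immediate early genes 0.061 over 13 (adjusted p = 0.476; from -0.068 without WT replicate 3 to 0.16 without mINDY-KO replicate 1), heat shock genes 0.0050 over 8 (adjusted p = 0.649; from -0.12 without mINDY-KO replicate 5 to 0.080 without mINDY-KO replicate 1) with a median of -0.022, which differ in sign, Y-linked genes 0.0057 over 3 (adjusted p = 0.749; from -0.032 without mINDY-KO replicate 2 to 0.064 without mINDY-KO replicate 3) and reference genes 0.019 over 8 (adjusted p = 0.524; from -0.013 without mINDY-KO replicate 4 to 0.046 without mINDY-KO replicate 2), all by camera. Hprt, the reference gene of the paper's RT-PCR, was at 0.053 (standard error 0.067, adjusted p = 0.821 from limma), and 2 other probes of it gave 0.28 and 0.15. The single measured gene of the kidney list, Cyp2e1, which is not specific to kidney, was at 0.18 (adjusted p = 0.601 from limma). That of the liver list, Serpina1a, was at 0.013 (adjusted p = 0.965 from limma), and 0 X-zone markers were measured. None of the lists tested in this paragraph passed with an estimated correlation.

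Of the measured genes on either side of Slc13a5 on its chromosome, the 40 nearest (20 on each side) held 4 with an unadjusted p under 0.05 from limma (10.0%, against 11.4% of all genes), and 0 passed adjusted over these genes.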
